# PD-1 expression on mouse intratumoral NK cells and its effects on NK cell phenotype

**DOI:** 10.1016/j.isci.2022.105137

**Published:** 2022-09-16

**Authors:** Arnika K. Wagner, Nadir Kadri, Chris Tibbitt, Koen van de Ven, Sunitha Bagawath-Singh, Denys Oliinyk, Eric LeGresley, Nicole Campbell, Stephanie Trittel, Peggy Riese, Ulf Ribacke, Tatyana Sandalova, Adnane Achour, Klas Kärre, Benedict J. Chambers

**Keywords:** Immunology, Components of the immune system, Cancer, Transcriptomics

## Abstract

Although PD-1 was shown to be a hallmark of T cells exhaustion, controversial studies have been reported on the role of PD-1 on NK cells. Here, we found by flow cytometry and single cell RNA sequencing analysis that PD-1 can be expressed on MHC class I-deficient tumor-infiltrating NK cells *in vivo*. We also demonstrate distinct alterations in the phenotype of *PD-1*-deficient NK cells and a more mature phenotype which might reduce their capacity to migrate and kill *in vivo.* Tumor-infiltrating NK cells that express PD-1 were highly associated with the expression of CXCR6. Furthermore, our results demonstrate that PD-L1 molecules in membranes of *PD-1*-deficient NK cells migrate faster than in NK cells from wild-type mice, suggesting that PD-1 and PD-L1 form *cis* interactions with each other on NK cells. These data demonstrate that there may be a role for the PD-1/PD-L1 axis in tumor-infiltrating NK cells *in vivo*.

## Highlights

• NK cells from PD-1 deficient mice have a more mature phenotype
• Elimination of MHC-I-deficient cells is impaired in *PD-1*^−/−^ mice
• PD-1 expression on NK cells is associated with surface expression of CXCR6
• PD-1/PD-L1 interactions on NK cells may occur in cis

## Introduction

Natural killer (NK) cells are innate lymphoid cells (ILCs) that can kill tumor cells, stressed or virus infected cells (Biron, 1997; Herberman et al., 1975; Kiessling et al., 1975). NK cell activation is dependent on signals from activating and inhibitory receptors as well as pro-inflammatory cytokines (Kadri et al., 2016). Activating NK cell receptors can recognize stress-induced molecules, which induce phosphorylation events that may culminate in the release of cytotoxic granules and cytokines (Lanier, 2005). Healthy cells are protected from killing by NK cells because of the expression of self-MHC class I molecules (MHC-I) on their surface which act as ligands for dominant inhibitory receptors (Kärre et al., 1986). These receptors include killer cell immunoglobulin-like receptors (KIRs) in humans, Ly49 molecules in mouse and NKG2A in both species (Lanier, 2008). Engagement of inhibitory receptors results in recruitment of phosphates such as SHP-1, SHP-2 and SHIP-1, and dephosphorylation of signaling molecules which prevents NK cell-mediated killing.

NK cells express also non-MHC-I recognizing inhibitory receptors, known as checkpoint receptors, including TIGIT, LAG-3, CTLA-4, and PD-1. Clinically, antibodies against CTLA-4 and PD-l (or its ligand PD-L1) have been found to be relatively successful in therapy to certain forms of solid cancer (Pardoll, 2012; Seidel et al., 2018). Similar to KIR and Ly49 molecules, several checkpoint receptors found on NK cells can recruit and activate phosphatases (Chiossone et al., 2017). Several studies have identified subsets of NK cells expressing PD-1 (Beldi-Ferchiou et al., 2016; Benson et al., 2010; Hsu et al., 2018; Quatrini et al., 2018) in various disease settings but also in healthy individuals (Pesce et al., 2017). Furthermore, there is accumulating evidence that NK cells participate in the therapeutic effects of antibodies against PD-1 or PD-L1, especially toward tumors with low MHC-I expression (Ansell et al., 2015; Benson et al., 2010; Bezman et al., 2017; Guo et al., 2016; Hsu et al., 2018; Huang et al., 2018; Liu et al., 2017; Seo et al., 2018).

Recently, PD-1 expression was detected early in the development of some ILC subsets, which was thought to play a role in the development of ILC responses and raised the possibility that ILC subsets could be depleted with anti-PD-1 antibody (Yu et al., 2016). These data raised the question of if and how PD-1 is involved in NK cell development and education, and how a chronic lack of PD-1 expression may affect NK cell functions. In the present study, we examined the role of PD-1 in NK cell function using NK cells from *PD-1*-deficient mice and the potential role of PD-1/PD-L1 interactions in controlling NK cell activity.

## Results

### NK cell phenotype and population sizes are affected in *PD-1*^−/−^ mice compared to wild-type mice

Although PD-1 plays an important role in the development of ILCs (Yu et al., 2016), no studies to date have examined the phenotype of NK cells from PD-1-deficient mice. Furthermore, lack of PD-1 has been shown to affect T and B cell development, as well as their maturation (Ahn et al., 2018; Good-Jacobson et al., 2010; Nishimura et al., 1998; Odorizzi et al., 2015). On examination of the frequency of NK cells in wild-type C57Bl/6 (WT) and *PD-1*^−/−^ mice, we first observed a reduction of the frequency of NK cells in the spleens of *PD-1*^−/−^ mice (Figure 1A). When comparing the maturation status of NK cells between WT and *PD-1*^−/−^ mice (Hayakawa and Smyth, 2006), NK cells from *PD-1*^−/−^ mice exhibited an increase in frequency of mature phenotype (CD11b^+^CD27^−^) NK cells (Figure 1B). This appears to take place at the expense of CD11b^+^CD27^+^ NK cells as this subset was reduced in *PD-1*-deficient mice whereas the size of CD11b^−^CD27^+^ NK cell populations was not affected (Figure 1B). In line with this more mature phenotype, the frequency of the KLRG1^+^ NK cell subset (Huntington et al., 2007) was also increased in *PD-1-*deficient mice compared to WT mice (Figure 1C). In addition, the frequency of CD62L, which is important for NK cell migration (Persson and Chambers, 2011), was reduced in NK cells derived from *PD-1*-deficient mice (Figure 1D).

**Figure 1:**
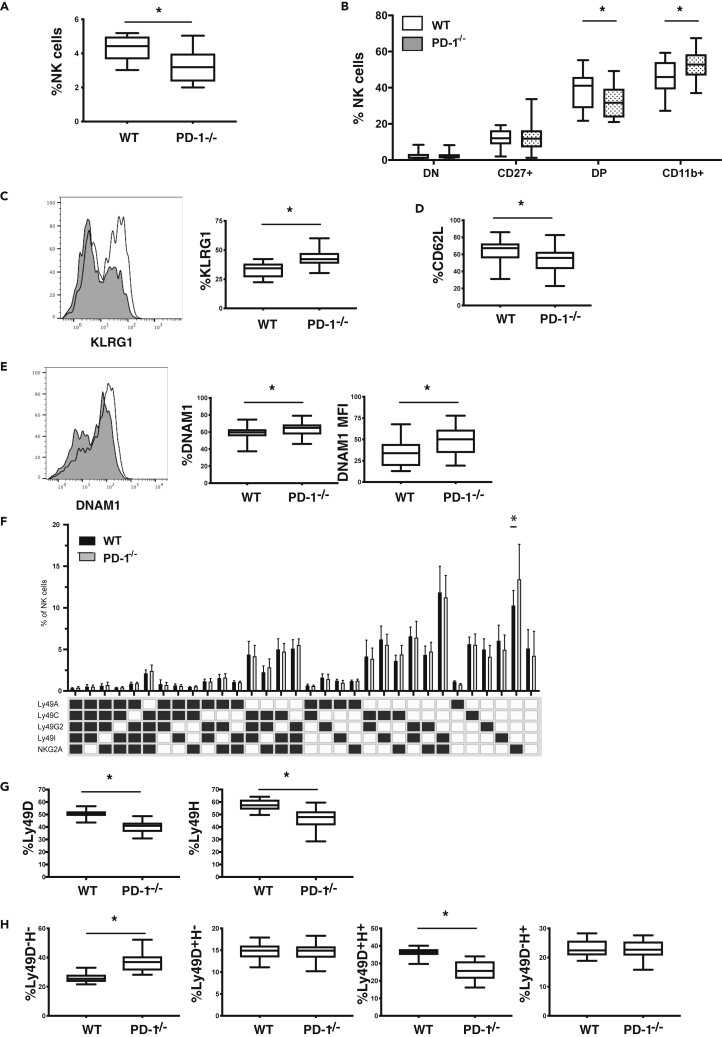
Phenotype of NK cells from WT and *PD-1*^*−/−*^ mice (A) Frequency of NK cells in the spleens of WT and *PD-1*^−/−^ mice (∗p<0.01 Mann-Whitney test, n = 18–20 mice/group data represent mean ± SD). (B) Expression of CD11b and CD27 on NK cells from WT (open boxplots) and *PD-1*^−/−^ (shaded boxplots) mice (∗p<0.01 Mann-Whitney test, n = 18–20 mice). (C) Expression of KLRG1 on NK cells from WT (shaded plot) and *PD-1*^*−/−*^ (open plot ) mice (∗p<0.01 Mann-Whitney test, n = 18–20 mice/group data represent mean ± SD). (D) Expression of CD62L on NK cells from WT and *PD-1*^*−/−*^ mice. (E) Expression of DNAM-1 on NK cells from WT (shaded plot) and *PD-1*^*−/−*^ (open plot) mice, bar graphs represent percent expressing cells and the mean fluorescent intensity of expression (∗p<0.01 Mann-Whitney test, n = 18–20 mice/group data represent mean ± SD). (F) Expression of inhibitory Ly49 molecules and NKG2A on NK cells from WT (open bars) and *PD-1*^*−/−*^ (shaded bars) mice (∗p<0.01 Mann Whitney n = 18–20 mice/group data represent mean ± SD). (G) Expression of activating Ly49 molecules on NK cells from WT and *PD-1*^*−/−*^ mice. (∗p<0.01 Mann-Whitney test, n = 18–20 mice/group data represent mean ± SD). (H) Expression of Ly49D and Ly49H populations on NK cells from WT and *PD-1*^*−/−*^ mice (∗p<0.01 Mann-Whitney test, n = 18–20 mice/group data represent mean ± SD).

It has recently been shown that PD-1 affects DNAM-1 expression on CD8 T cells (Wang et al., 2018). We observed an increased frequency of DNAM-1^high^ NK cells and increased expression levels of DNAM-1 in *PD-1-*deficient mice compared to WT mice (Figure 1E). This confirms that PD-1 can modulate DNAM-1 expression not only on CD8 T cells but also on NK cells.

We further analyzed expression of inhibitory receptors on NK cells (Oberg et al., 2004), and compared the repertoire of inhibitory molecules on NK cells from WT and *PD-1*-deficient mice. We did not find any major differences in Ly49 receptor and NKG2A expression between these mice, apart from an increase in the NKG2A^single^ population on NK cells from *PD-1*^−/−^ mice (Figure 1F). The frequency of the activating Ly49D and Ly49H molecules was reduced in *PD-1*^−/−^ mice, and this appeared to be because of a reduction in the frequency of the Ly49D^+^Ly49H^+^ NK cell population (Figures 1G and 1H). The expression levels of other activating receptors including, for example, NKG2D and CD244, were not significantly different between WT and *PD-1*-deficient mice (Figure S1A and S1B).

Lack of PD-1 has been associated with the accumulation of exhausted T cells (Odorizzi et al., 2015). In addition, LAG3, CD39, and TIGIT can be used as markers for T cell exhaustion (Odorizzi et al., 2015). Comparing NK cells from WT and *PD-1*^−/−^ mice, we observed only small changes in the frequencies of CD39^+^ NK cells and LAG3^+^ NK cells in *PD-1*^−/−^ mice (Figures S1C and S1D). Surface expression of PD-L1, the ligand for PD-1, was similarly not significantly different between the two mouse strains (Figure S1H). In addition, we did not observe any difference in the expression of GITR, CXCR3 nor CXCR4 (Figures S1E–S1G).

To evaluate if the phenotypic changes that we observed on *PD-1-*deficient NK cells might be because of perturbations caused by T cells lacking PD-1 (Terme et al., 2011), we compared NK cells from *PD-1xRAG1*^−/−^ and *RAG1*^−/−^ mice because these mice lack both T and B cells. Similarly to T and B cell-competent mice, NK cell maturation was still skewed in *PD-1xRAG1*^−/−^ mice with increased frequencies of CD11b^+^CD27^−^ and KLRG1^+^ NK cells compared to *RAG1*^−/−^ mice (Figures S2A and S2B). However, we no longer observed any significant difference in the frequency of CD62L^+^ NK cells between *RAG1*^−/−^ and *PD-1xRAG1*^−/−^ mice (Figure S2C). DNAM-1 expression levels were still increased on NK cells from *PD-1xRAG1*^−/−^ mice but unlike in T and B cell-competent mice, the frequency of CD39-expressing NK cells was increased in *PD-1xRAG1*^−/−^ mice (Figures S2D and S2E). In contrast to *PD-1*^*−/−*^ mice, analysis of the expression levels of inhibitory receptors no longer revealed any difference in frequency of the NKG2A^single^ NK cell population between *RAG1*^−/−^ and *PD-1xRAG1*^−/−^ mice (Figure S2F).

Although the frequency of Ly49D^+^ NK cells was reduced in *PD-1xRAG1*^−/−^ mice, there was no difference in Ly49H expression between *RAG1*^−/−^ and *PD-1xRAG1*^−/−^ mice. The reduction in the Ly49D population appeared to be mostly in the Ly49D^+^Ly49H^−^ subset but not in the Ly49D^+^Ly49H^+^ population (Figures S2G and S2H). In summary, we observed in mice lacking PD-1 increased NK cell maturation combined with higher DNAM-1, KLRG1 expression and reduced Ly49D expression.

### Elimination of MHC-I-deficient cells is impaired in *PD-1*^−/−^ mice

Chronic loss of PD-1 could potentially affect not only the phenotype of NK cells as outlined above, but also their function. The recognition and elimination of cells expressing reduced MHC-I levels is a hallmark of NK cell function and education (Brodin et al., 2009; Fernandez et al., 2005; Kim et al., 2005). We therefore examined the ability of *PD-1*-deficient and WT mice to eradicate MHC-I^neg^ spleen cells. In this competitive *in vivo* elimination assay, MHC-I^neg^ and MHC-I^pos^ spleen cells are differentially labeled, and co-administered *i.v.* (Wagner et al., 2016). Two days after injection, mice are sacrificed, and target cells are detected by flow cytometry in the spleen. The ratio between MHC-I ^neg^ and MHC-I^+^ target cells is given as the survival ratio of MHC-I^neg^ cells, as MHC-I^pos^ spleen cells will not be killed by syngeneic NK cells. We observed a significant reduction in the ability of *PD-1*^−/−^ mice to eliminate MHC-I^neg^ splenocytes compared to WT mice (Figure 2A). However, this impairment was not at the level seen in MHC-I^−/−^ mice.

**Figure 2:**
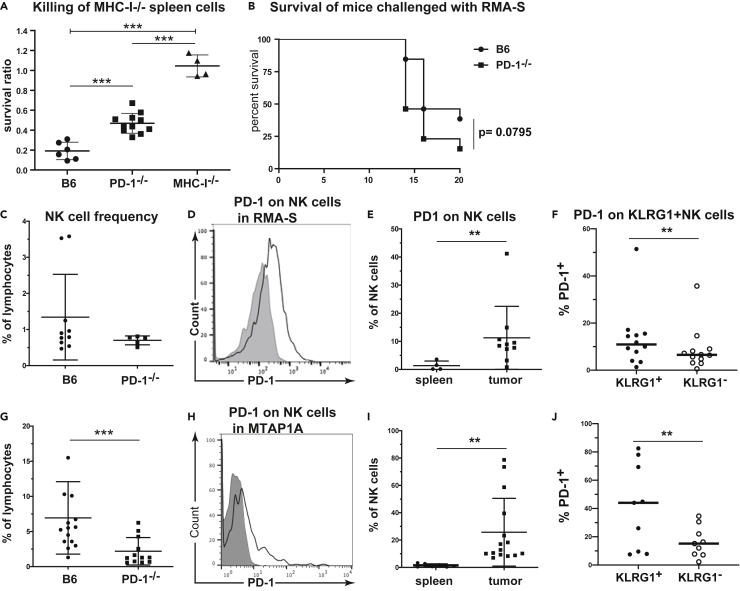
*PD-1-*deficient mice exhibit poor rejection of MHC-I-deficient cells (A) WT and *MHC-I*^−/−^ splenocytes labeled with CFSE were injected and the rejection ratio measured in WT (closed circle), *PD-1*^−/−^ (closed square) and *MHC-I*^−/−^ mice (closed triangle) ∗∗∗p<0.001 (ANOVA three separate experiments total of 6–8 mice/group data represent mean ± SD). (B) Rejection of RMA-S cells injected s.c. WT (closed circle) and *PD-1*^−/−^mice (closed square) were given an LD_50_ dose of RMA-S cells (10^5^ cells) and the survival rate of mice was measured (survival measured using log-rank test, three separate experiments with n= 15–16 mice). (C) Percent intratumoral NK cells amongst the lymphocyte population in WT mice (closed circle) or *PD-1*^−/−^mice (closed square) receiving RMA-S. (D and E) Expression of PD-1 on intratumoral NK cells in RMA-S treated mice compared to expression on splenocytes. Shaded background is based on the staining of PD-1 in *PD-1*^*−/−*^ mice (∗∗p<0.001 Mann-Whitney test, data represent mean ± SD). (F) Expression of PD-1 on intratumoral KLRG1^+^ (closed circle) and KLRG1^-^ (open circle) NK cell populations (p<0.05 paired t-test, data represent mean ± SD). (G) Frequency of intratumoral NK cells amongst lymphocytes in mice receiving MTAP1A, WT mice (closed circle) or *PD-1*^−/−^mice (closed square) (∗∗p<0.01 Mann-Whitney test, data represent mean ± SD). (H and I) Expression of PD-1 on intratumoral NK cells in MTAP1A treated mice compared to expression on splenocytes. Shaded background is based on the staining of PD-1 in *PD-1*^*−/−*^ mice (∗∗p<0.01 Mann-Whitney test, n = 12–15 mice, data represent mean ± SD). (J) Expression of PD-1 on intratumoral KLRG1^+^ (closed circle) and KLRG1^-^ (open circle) NK cell populations (∗∗p<0.01 paired t-test n = 8 data represent mean ± SD). Gating strategy for the NK cells is shown in Figure S4.

It has been previously demonstrated that anti-PD-1 treatment increases NK cell elimination of MHC-I^neg^ PD-L1^+^ tumors (Hsu et al., 2018). To assess the tumor killing capacity of *PD-1*^−/−^ NK cells, mice were injected with an LD_50_ dose of TAP-deficient PD-L1^low^ RMA-S lymphoma cells. Killing of RMA-S is strongly dependent on NK cells, not T cells (Kärre et al., 1986). Although the survival rate of WT mice was 45% (6/13 mice), only 23% (3/13 mice) of *PD-1*-deficient mice survived (Figure 2B). Comparison of tumor infiltrating NK cells from WT and *PD-1*^−/−^ mice revealed a reduced frequency of tumor infiltration in *PD-1*-deficient mice (Figure 2C). PD-1 was heterogeneously expressed on NK cells infiltrating RMA-S in WT mice (Figure 2D), whereas splenic NK cells from the same mice exhibited little or no PD-1 expression (Figure 2E). PD-1 expression was higher on KLRG1^+^ NK cells than KLRG1^-^ NK cells (Figure 2F). Although these findings are similar to previous studies, the frequency of PD-1 expression on NK cells from our study were significantly lower (Hsu et al., 2018).

Next, we examined tumor infiltrating NK cells from the MHC-I^low^ tumor cell line MTAP1A, which is a fibrosarcoma generated from the skin of a *Tap1*-deficient mouse (Chambers et al., 2007). MTAP1A has low expression of PD-L1, and does not express PD-L2 (Figure S3). Here, again, we found reduced infiltration of NK cells in *PD-1*^−/−^ mice but increased expression of PD-1 on tumor-infiltrating NK cells in WT mice compared to splenic NK cells (Figures 2G–2I and S4).

In addition, PD-1^+^ tumor-infiltrating NK cells also displayed increased expression of KLRG1 compared to PD-1^neg^ NK cells (Figures 2F and 2J). This was observed for tumor-infiltrating NK cells in both RMA-S and MTAP1A, and suggested that PD-1-expressing NK cells might have a more mature phenotype.

### Single cell RNA-seq reveals tissue-specific transcriptional imprinting of tumor infiltrating NK cells

Although it has been suggested that NK cells may express PD-1 through trogocytosis and because we observed differences in the phenotype of NK cells from WT and *PD-1*^−/−^ mice, we performed single cell RNA-sequencing (scRNA-SEQ) using the SMART-SEQ2 platform (Picelli et al., 2013) on tumor-infiltrating NK cells from mice inoculated with the MTAP1A tumor. We chose MTAP1A over RMA-S because this tumor model gave consistently higher frequency of PD-1-expressing NK cells. 

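NK cells that had infiltrated MTAP1A tumors, which grow from a fibrosarcoma line of a Tap1-deficient mouse, were sorted one by one into 2 plates of 384 wells each. SMART-SEQ2 reads full-length transcripts of single cells and adds no molecular identifiers. One plate held cells from the pooled tumors of 3 WT mice and the other cells from the pooled tumors of 3 PD-1-/- mice. Each genotype was thus 1 pooled sample on 1 plate, so that genotype and plate cannot be told apart, and the animal of origin of a cell is not known. Cells of one pool are not replicates, and no test between the genotypes was made and no value has a replicate error. The authors deposited RPKM, reads per kilobase of gene scaled to the mapped reads of the cell, for 24490 gene entries in every well. The paper's text does not name the genome build, the annotation or the aligner, and genes are given by the deposited symbols. Low RPKM values of a gene rose in equal steps, from which whole reads were recovered: of 793923 values below 60 reads, 94.2% were whole within a relative tolerance of 0.0003. The recovered reads on genes had a median of 384904 per WT cell, with a range of 1605 to 588060, and of 406928 per PD-1-/- cell, with a range of 2103 to 675609, in the cells kept for analysis. A transcript counted as detected in a cell where its RPKM was above 0. Shares of cells are given with exact binomial (Clopper-Pearson) 95% intervals, and a share of 0 with the limit that 3 cells would give, and both cover counting error only. Changes between genotypes are log2 ratios of mean RPKM, PD-1-/- over WT, with a pseudocount of 1. Pdcd1, the deleted gene, was detected in cells of both genotypes, and values per gene do not separate its exons, so that the labels of the plates could not be checked with it; WT and PD-1-/- stand for the plates labelled so.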

SMART-SEQ2 libraries of sorted NK cells were generated from pooled tumors from either WT or PD-1-deficient mice (Figures S5A and S5B). These libraries were filtered and a combined analysis was performed using Seurat v3 (Butler et al., 2018; Stuart et al., 2019) for a total of 371 WT and 375 *PD-1*^−/−^ NK cells after quality control (Figure S5C). 

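Wells with 1000 to 3500 detected genes were kept, limits that follow the range of genes per cell drawn in Figure S5C, counting the 14761 genes detected in at least 3 wells. This left 360 WT and 366 PD-1-/- cells. Below the lower limit were 8 WT and 4 PD-1-/- wells, and above the upper limit 16 WT and 14 PD-1-/- wells. A kept WT cell had a median of 2264.5 detected genes, ranging from 1076 to 3477, and a kept PD-1-/- cell a median of 2262.5, ranging from 1089 to 3495. No filter on apoptotic genes was applied, because the paper's text lists none of them. Keeping every well, which moved these counts most, gave 384 wells per genotype, whether or not they held a cell.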

Outliers expressing very few or too many genes were omitted, as were cells with a high frequency of apoptotic genes. 

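The 726 kept cells were clustered with Seurat on log-normalized RPKM, with 10 principal components and a resolution of 0.5. Left out of the variable genes were 216 genes that the paper names for its single cell data or lists in Tables S1 and S2, so that no cluster was built from them, and 1927 variable genes remained. The cells fell into 4 clusters, numbered from 0, with 297 cells in cluster 0, 202 in cluster 1, 158 in cluster 2 and 69 in cluster 3. By the mean difference from all other cells, the leading genes were Gzma, Ccl5 and Klra23 in cluster 0, Nme1, Eif3i and Ldha in cluster 1, S100a4, Ly6c2 and Cd3g in cluster 2, and Xcl1, Rgs1 and Ccl4 in cluster 3. By the fold of mean RPKM over all other cells, Cd3e (40.0), Cd3g (26.6) and Cd3d (19.8) were among the 4 leading genes of cluster 2. No gene of the NK marker list was among the 10 leading ones of any cluster, so that this does not set cluster 2 apart. These genes describe the clusters and test nothing. Of all kept cells, 50.4% were PD-1-/-. PD-1-/- cells made up 46.8% (41.0 to 52.7) of cluster 0, 49.5% (42.4 to 56.6) of cluster 1, 60.8% (52.7 to 68.4) of cluster 2 and 44.9% (32.9 to 57.4) of cluster 3. Cluster 2 alone lay below all kept cells both in the share of cells with Eomes, 34.2% against 58.5%, and in the share with Irf8, 50.6% against 71.5%, and is called the low-Eomes cluster. It held 17.2% of the WT cells and 26.2% of the PD-1-/- cells. Keeping all wells moved its PD-1-/- share most, to 43.7%, below the PD-1-/- share of all cells. It was 51.3% (39.7 to 62.8) in plate rows A to H and 70% (58.7 to 79.7) in rows I to P, row blocks chosen for this share after seeing the data.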

Cells were clustered and projected using UMAP, which delineated five clusters with both WT and *PD-1*^−/−^ NK cells found in all clusters although *PD-1-*deficient cells were over-represented in clusters 3 and 4 (Figures 3A–3C). Differentially expressed (DE) genes were deciphered between all clusters and the top 10 genes per cluster shown by heatmap (Figure S6A). Selected genes were plotted using the Violin plot function revealing significantly over-expressed genes in each cluster. Within clusters 3 and 4, we could detect *Pdcd1* (PD-1) transcripts in both WT and *PD-1*^−/−^ NK cell populations, suggesting an active upregulation of *Pdcd1* at the transcriptional level (Figure 3D). 

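Pdcd1 was detected in 9 of 360 WT cells, 2.5% (1.15 to 4.69), and in 47 of 366 PD-1-/- cells, 12.8% (9.59 to 16.7). In the low-Eomes cluster, it was detected in 9 of 62 WT cells, 14.5% (6.86 to 25.8), and in 29 of 96 PD-1-/- cells, 30.2% (21.3 to 40.4). None of the 298 WT cells of the other clusters had Pdcd1, which allows a share of up to 1.01%, against 18 of 270 PD-1-/- cells, 6.67% (4.00 to 10.3). The mean was 14.4 RPKM over WT cells and 13.9 RPKM over PD-1-/- cells, a log2 ratio of -0.04. The ratio was -0.88 in rows A to H and 3.76 in rows I to P, where no WT cell had Pdcd1. All 9 WT cells with Pdcd1 lay in plate rows A and B, where they were 23.7% of 38 cells (11.4 to 40.2), and 0 of 322 WT cells in rows C to P had Pdcd1, a limit of 0.932%. On the PD-1-/- plate, the gene was detected in 8 of 45 cells of rows A and B, 17.8% (8.00 to 32.1), and in 39 of 321 cells of rows C to P, 12.1% (8.78 to 16.2). The WT share moved most between row blocks, to 5.06% in rows A to H and to 0 of 182 cells in rows I to P, and the log2 ratio moved to 3.90 without rows A and B, an alternative chosen after seeing the data that leaves no WT cell with Pdcd1, so that the size of this ratio rests on the pseudocount of 1 RPKM. Without every cell that had a read of Cd3d, Cd3e or Cd3g, Pdcd1 was left in 1 of 295 WT cells, 0.339%, and in 30 of 283 PD-1-/- cells, 10.6%. From Pdcd1 transcripts in cells of both genotypes, the paper proposes that the gene is actively upregulated at the level of transcription.

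**Figure D1:**
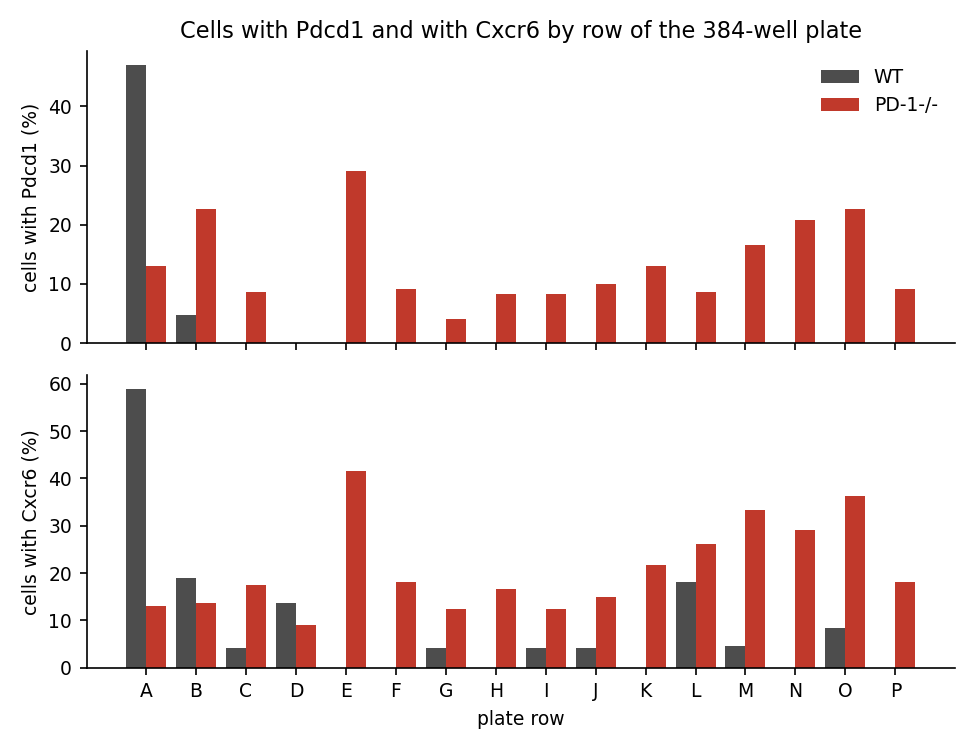
Share of kept cells with Pdcd1 (upper panel) and with Cxcr6 (lower panel), in percent, in each row of the 384-well plates, with WT cells in grey and PD-1-/- cells in red. WT cells with Pdcd1 are seen in rows A and B, at 47.1% and 4.76%, and PD-1-/- cells with Pdcd1 in every row but D.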

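In the GENCODE vM21 annotation of the GRCm38 assembly, Pdcd1 has 5 exons and a transcript of 1930 nucleotides, of which 864 are coding. Exon 3 has 162 nucleotides and exon 4 has 35, together 197 or 10.2% of the transcript, so that 1733 nucleotides remain without them. The assembly behind the deposited values is not known, and their RPKM counts reads over the whole gene. WT cells with Pdcd1 had a median of 254 recovered reads of it, ranging from 1 to 865, and 8 of the 9 had at least 10. PD-1-/- cells with Pdcd1 had a median of 55, ranging from 1 to 361, and 41 of the 47 had at least 10.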

Detection of *Pdcd1* transcript in *PD-1*^−/−^ mice reflects that these mice do not have a complete gene defect but rather a deletion spanning exon 3 and exon 4 of the P*dcd1* gene that prevents protein expression (Nishimura et al., 1998). 

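Gzma was detected in 96.3% (93.5 to 98.1) of the cells of cluster 0, 93.6% of cluster 1, 70.9% (63.1 to 77.8) of cluster 2 and 91.3% of cluster 3. Prf1 was least frequent in cluster 2 as well, with 92.3% in cluster 0, 95% (91.1 to 97.6) in cluster 1, 73.4% (65.8 to 80.1) in cluster 2 and 94.2% in cluster 3. For Gzmb, the shares lay between 77.2% (69.9 to 83.5) in cluster 2 and 88.6% (83.4 to 92.6) in cluster 1. Its mean log-normalized value was 3.71 in cluster 3 and at most 2.98 elsewhere. Gzmc was least frequent in cluster 0, at 12.8% (9.22 to 17.1), and was found in 37.6% of cluster 1, 35.4% of cluster 2 and 43.5% (31.6 to 56.0) of cluster 3. These genes were not used to build the clusters. The gap between the highest and the lowest cluster moved most for Gzma, from 25.4 to 41.5 percentage points, when a cell needed 10 RPKM to count.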

Our analysis highlighted the heterogeneity of *in vivo* NK responses with distinct patterns of *Prf1*, *Gzma*, *Gzmb*, and *Gzmc* expression (Figure 3E).

**Figure 3:**
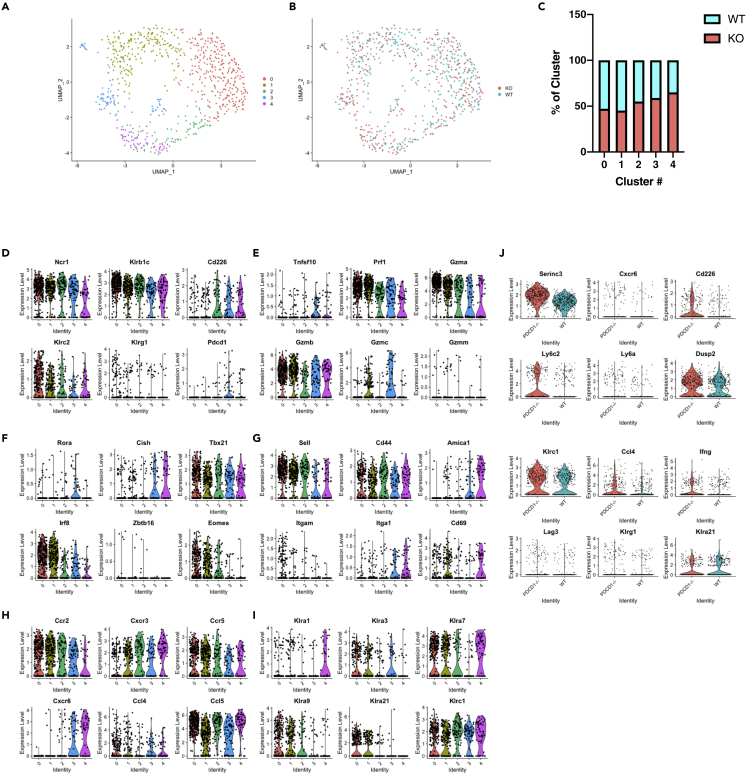
Single cell analysis of intratumoral NK cells (A and B) UMAP projection of 746 tumor-infiltrating NK cells (371 WT cells, 375 PD-1^−/−^ cells). (C) Percentage of each cluster derived from either WT or *PD-1*^*−/−*^ NK cells. (D–I) Violin plots for several genes enriched across various clusters. (J) Violin plots depicting expression of several genes differentially expressed significantly between WT and *PD-1*^*−/−*^ NK cells. The gating strategy for the sorting of NK cells is shown in Figure S5A.

Clusters 3 and 4 were defined by a paucity of *Eomes* and *Irf8* whilst being enriched for expression of *Tnfsf10* (TRAIL), *Cxcr6* and *Itga1* (CD49a) (Figures 3E–3G). These clusters also displayed greater expression of *Amica1*, *Ly6a*, *Il7r*, and *Il21r* and lower levels of *Sell* (CD62L) (Figures 3G and S6B). 

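Tnfsf10 was detected in 29.0% (18.2 to 41.9) of WT cells of the low-Eomes cluster and in 8.72% (5.78 to 12.5) of WT cells of the other clusters. Among PD-1-/- cells, the shares were 35.4% (25.9 to 45.8) and 10.4% (7.00 to 14.6). Cxcr6 was detected in 30.6% (19.6 to 43.7) against 3.02% (1.39 to 5.66) of WT cells, and in 51.0% (40.6 to 61.4) against 10.4% (7.00 to 14.6) of PD-1-/- cells. Itga1 was detected in 37.1% (25.2 to 50.3) against 8.39% (5.50 to 12.1) of WT cells, and in 44.8% (34.6 to 55.3) against 17.4% (13.1 to 22.5) of PD-1-/- cells. The shares of cells with Amica1, Ly6a, Il7r and Il21r were higher in the low-Eomes cluster in both genotypes as well. For WT cells they were 38.7% against 8.05% with Amica1, 32.3% against 8.72% with Ly6a, 25.8% against 6.38% with Il7r and 25.8% against 10.1% with Il21r. For PD-1-/- cells they were 34.4% against 7.78% with Amica1, 40.6% against 16.3% with Ly6a, 18.8% against 4.44% with Il7r and 26.0% against 14.8% with Il21r. Ly6 genes share sequence, which leaves the Ly6a values uncertain. Of the 62 WT cells in this cluster, 22 came from plate rows A and B. With both genotypes together, Cd3g was found in 48.7% of the cells of this cluster and in 4.05% of the other cells. Without cells that had a read of Cd3d, Cd3e or Cd3g, no cluster was low in both Eomes and Irf8. Whether the differences above hold in cells without Cd3 reads is therefore open. A resolution of 0.3 moved the Cxcr6 difference most, from 27.6 to 7.28 percentage points in WT cells and from 40.7 to 17.3 in PD-1-/- cells.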

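Lag3 was detected in 15 of 62 WT cells of the low-Eomes cluster, 24.2% (14.2 to 36.7), and in 11.4% (8.03 to 15.6) of WT cells of the other clusters. Among PD-1-/- cells, it was detected in 33.3% (24.0 to 43.7) of the low-Eomes cluster and in 17.0% (12.8 to 22.1) of the other cells. The WT difference of 12.8 percentage points became -1.09 without plate rows A and B, an alternative chosen after seeing the data. There the remaining cells were clustered anew, which left 27 WT cells in the low-Eomes cluster. The main clustering had 40 WT cells of rows C to P in it. This change thus mixes the loss of the rows with a changed cluster membership. With 5 clusters, Lag3 was detected in 32.6% (24.7 to 41.3) of the low-Eomes cluster, and in 6.16% to 24.4% of the other clusters.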

Cells found in cluster 3 also had significantly enhanced *Lag3* levels suggesting that this population may potentially harbor exhausted NK cells (Figure S6B). Taken together, these findings indicate that clusters 3 and 4 might represent a more mature/exhausted population and/or a tissue-resident-like subset of NK cells. Finally, we observed differential expression of transcripts for the inhibitory Ly49 genes *Klra1*, *Klra3*, *Klra7*, and *Klra9* amongst the different clusters. In particular, Klra3 (Ly49C) seemed to be present in cluster 3 but *Klra1* (Ly49A), *Klra7* (Ly49G2) and *Klra9 (Ly49I)* seemed to be under-represented in the same cluster (Figure 3I). This indicated that different Ly49 subsets of NK cells are present within the tumor microenvironment (TME) (Figure 3I) which may be explained by the observation that inhibitory Ly49 receptors specific for cognate MHC-I molecules were more likely to express PD-1 (Hsu et al., 2018).

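Klra9 was detected in 27.4% (16.9 to 40.2) of WT cells of the low-Eomes cluster against 51.3% (45.5 to 57.1) of the other WT cells, and in 25.0% (16.7 to 34.9) against 45.9% (39.9 to 52.1) of PD-1-/- cells. For the other Klra genes, the intervals of both groups of cells overlapped. Klra1 was detected in 24.2% against 17.8% of WT cells and in 25.0% against 15.9% of PD-1-/- cells. Klra3 was detected in 32.3% against 41.9% of WT cells and in 27.1% against 32.6% of PD-1-/- cells. Klra7 was detected in 50% (37.0 to 63.0) against 59.4% (53.6 to 65.0) of WT cells and in 49.0% against 47.4% of PD-1-/- cells. The direction of the Klra3 difference in PD-1-/- cells depended on the settings: it was -5.51 percentage points, 15.0 with all wells kept and 1.56 at a resolution of 0.3. In the same cells the Klra7 difference went from 1.55 to -17.8 percentage points with all wells kept. With 5 clusters, the low-Eomes cluster had Klra1 in 26.5%, Klra3 in 28.8%, Klra7 in 45.5% and Klra9 in 25.0% of its cells. The Klra genes are near-identical copies of one family whose reads the counting could have split, which leaves the values of each uncertain.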

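Mean RPKM was compared between the library labelled PD-1-/- and the library labelled WT over all kept cells. The median log2 ratio of 12030 genes with a mean of at least 1 RPKM in one genotype was -0.03. Of the 88 genes in Table S1, 85 were found by symbol, and all 85 had a higher mean in PD-1-/- cells, with log2 ratios from 0.18 to 2.21 and a median of 0.63. Of the 73 genes in Table S2, all were found and all had a higher mean in WT cells, with log2 ratios from -5.95 to -0.30 and a median of -0.64. The tables were made from the same cells, and these directions are no independent evidence. The direction held in both row blocks, A to H and I to P, for 79 genes of Table S1 and 71 of Table S2. In rows A to H alone it held for 80 genes of Table S1 and 72 of Table S2. After thinning each cell to 100000 recovered reads, chosen after seeing the data, it held for 76 of the 77 genes of Table S1 and 68 of the 69 of Table S2 whose reads could be recovered. Among genes with a mean of at least 10 RPKM and found in at least 20% of the cells of one genotype, the 5 largest rises were those of Ctse, with a log2 ratio of 2.21, Cxcr6, Ramp1 at 1.63, Wdfy1 at 1.40 and Klrg1. Ramp1 and Wdfy1 lie within 20 Mb of Pdcd1 in GRCm38. The 5 largest falls were those of Hist1h4m, with a log2 ratio of -5.95, Cd300lf at -1.15, Rnpep at -1.09, 0610037L13Rik at -1.09 and Dcaf17 at -1.02. Hist1h4m shares sequence with other histone H4 genes, so that its value is uncertain.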

Comparison of all WT with all *PD-1*^−/−^ NK cells independently of cluster identity determined a total of 54 genes that were significantly altered between these two NK cell populations (Figures 3J, S6C,Tables S1 and S2). Amongst those over-represented in *PD-1*^−/−^ NK cells were transcripts for *Cd226* (encoding for DNAM-1), *Klrc1* (NKG2A) and *Klrg1*, which is in line with our flow cytometry data on spleen NK cells. Furthermore, we found that *PD-1*-deficient NK cells had altered levels of expression for *Cxcr6* and select *Ly6* genes, suggesting that NK cells from *PD-1*^−/−^ mice had a more tissue-resident phenotype. 

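Cd226 was detected in 19.2% (15.2 to 23.6) of WT and 36.1% (31.1 to 41.2) of PD-1-/- cells, and its mean rose from 33.2 to 68.5 RPKM, a log2 ratio of 1.03. For Klrc1 the shares were 55.8% and 67.2%, the means 226 and 311 RPKM and the log2 ratio 0.46. Klrg1 was found in 15.6% of WT and 22.1% of PD-1-/- cells, with means of 52.8 and 133 RPKM and a log2 ratio of 1.31. In rows A to H and in rows I to P, the log2 ratios were 0.78 and 1.32 for Cd226, 0.31 and 0.62 for Klrc1, and 1.62 and 0.95 for Klrg1. Scaling each cell to the same total of 10000 before the mean moved Cd226 most, to 0.50, since the pseudocount then weighs more.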

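Cxcr6 was detected in 28 WT cells, 7.78% (5.23 to 11.0), and in 77 PD-1-/- cells, 21.0% (17.0 to 25.6), with means of 53.6 and 191 RPKM. Its log2 ratio of 1.81 was 0.96 in rows A to H, where WT cells of rows A and B often had Cxcr6, and 3.02 in rows I to P. Ly6a rose from 12.8% to 22.7% of cells and from 70.7 to 172 RPKM, a log2 ratio of 1.27. Ly6c2 rose from 25.3% to 37.4% of cells and from 535 to 1004 RPKM, a log2 ratio of 0.91. Reads shared between Ly6 genes leave both values uncertain.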

*Ifng* and *Ccl4* transcripts were also more abundant in NK cells from *PD-1*^−/−^ mice indicating an influence of PD-1 on *in vivo* NK cell responses (Figure 3J). 

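Ifng was detected in 25.8% (21.4 to 30.7) of WT and 31.1% (26.4 to 36.2) of PD-1-/- cells, with means of 85.8 and 140 RPKM and a log2 ratio of 0.70. The intervals of the shares overlapped. Table S1 does not list Ifng. Ccl4 was detected in 28.1% (23.5 to 33.0) and 38.5% (33.5 to 43.7) of cells, with means of 583 and 1064 RPKM and a log2 ratio of 0.87. For Ifng, the log2 ratio was 0.83 in rows A to H and 0.47 in rows I to P, and for Ccl4 it was 1.31 and 0.39.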

We also found that the intracellular levels of IFNγ in IL-12/15/18 cytokine-stimulated NK cells were increased in *PD-1*^−/−^ NK cells compared to NK cells from WT mice (Figure S6D), confirming that chronic lack of PD-1 might predispose NK cells to increased IFNγ expression.

### PD-1 expression is associated with the expression of CXCR6 in NK cells

To further demonstrate that a specific NK cell subsets could express PD-1, we visualized the distribution of RNA transcripts for CD62L, CXCR6, and PD-1 using blended Seurat FeaturePlots. CXCR6 did not appear to cluster together with CD62L, and similarly neither did PD-1. However, expression of CXCR6 and PD-1 was mapped together in the same clusters (Figure 4A).

**Figure 4:**
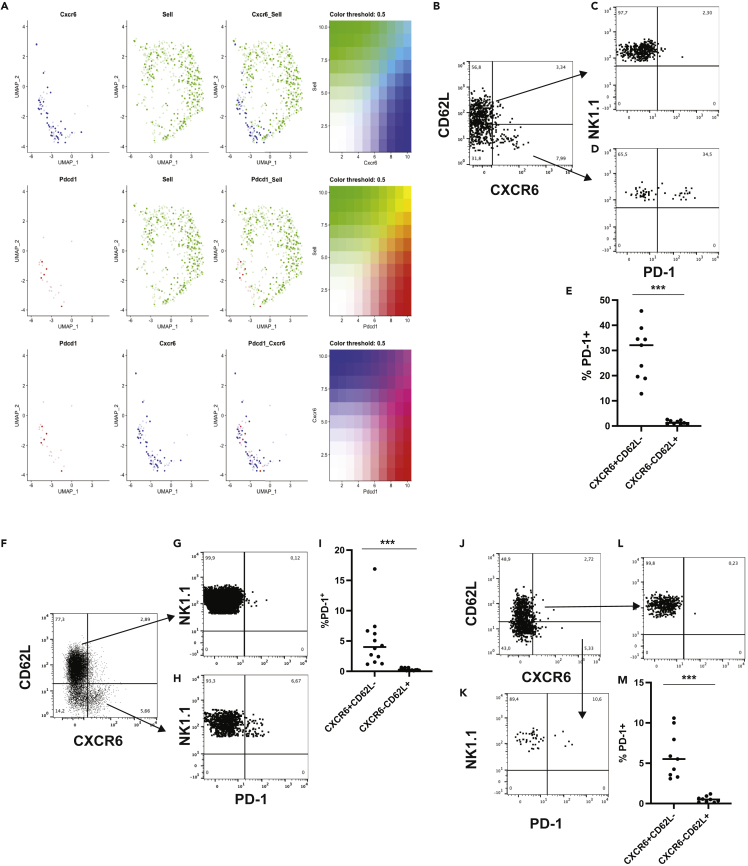
PD-1 expression on NK cells is primarily expressed on the CXCR6^+^ population of NK cells (A) UMAP projection of CD62L, CXCR6 and PD1 on the different clusters. CD62L and CXCR6 RNA expression was observed in different clusters (Upper panel). RNA expression of PD-1 and CD62L did not cluster together (Middle panel) but PD-1 and CXCR6 clustered together (Lower panel). (B) Expression of CD62L and CXCR6 on tumor infiltrating NK cells in MTAP1A. (C) Expression of PD-1 on CD62L^+^CXCR6^-^ NK cells. (D) Expression of PD-1 PD-1 on CD62L^−^CXCR6^+^ NK cells. (E) Comparison of PD-1 expression on CD62L^−^CXCR6^+^ and CD62L^+^CXCR6^-^ NK cells (∗p<0.001 Mann Whitney test n = 9 mice from three separate experiments, data represent mean ± SD). (F) Expression of CD62L and CXCR6 on spleen NK cells from RAG^−/−^ mice. (G) Expression of PD-1 on CD62L^+^CXCR6^-^ NK cells. (H) Expression of PD-1 PD-1 on CD62L^−^CXCR6^+^ NK cells. (I) Comparison of PD-1 expression on CD62L^−^CXCR6^+^ and CD62L^+^CXCR6^-^ NK cells (∗p<0.05 Mann Whitney test n = 12 mice, data represent mean ± SD). (J) Expression of CD62L and CXCR6 on tumor infiltrating NK cells in MTAP1A from *RAG*^*−/−*^ mice. (K) Expression of PD-1 on CD62L+ tumor infiltrating NK cells in MTAP1A from *RAG*^*−/−*^ mice. (L) Expression of PD-1 on CD62L^−^CXCR6^+^ tumor infiltrating NK cells in MTAP1A from *RAG*^*−/−*^ mice. (M) Comparison of PD-1 expression on CD62L^−^CXCR6^+^ and CD62L^+^CXCR6^-^ NK cells (∗p<0.001 Mann Whitney test n = 9 mice from three separate experiments,data represent mean ± SD).

Because the RNA expression profile of NK cells expressing PD-1 and CXCR6 suggested that they may be connected, we compared the expression of PD-1 on CXCR6 and CD62L subsets of tumor infiltrating NK cells in the MTAP1A tumor model by flow cytometry. Although the frequency of PD-1-expressing tumor infiltrating CD62L^+^CXCR6^-^ NK cells was low (Figures 4C, 4E, and S7, 1.5%±0.7 n = 9), PD-1 expression was associated with the CD62L^−^CXCR6^+^ NK cells, with approximately 25% of tumor infiltrating CXCR6^+^ NK cells expressing PD-1 (Figures 4D and 4E, 29% ± 11 n = 9). The expression of PD-1 on CD62L^−^CXCR6^-^ NK cells was higher than that on CD62L^+^CXCR6^-^ NK cells but lower than that observed on CD62L^−^CXCR6^+^ NK cells (5.3 ± 1.6% n = 9).

When we examined the splenic NK cells from RAG1-deficient mice, we could still find an association between PD-1 and CXCR6^+^ NK cells (Figures 4F–4I and S8). However, when RAG1-deficient mice were inoculated with MTAP1A, we found few CXCR6^+^ intratumoral NK cells (Figure 4J), however, even in the RAG1-deficient mice PD-1 expression was associated with the CD62L^−^CXCR6^+^ population of NK cells (Figures 4J–4M).

When we examined intratumoral NK cells from mice inoculated with RMA-S, we found that these cells also had reduced frequency of CXCR6 when compared to intratumoral NK cells from mice inoculated with MTAP1A (Figure S9A). However, PD-1 expression on NK cells was still associated with the CXCR6^+^ NK cells (Figure S9B).

### PD-1 can form *cis* interactions with PD-L1 on NK cells

Because the expression profile of NK cells expressing PD-1 and CXCR6 suggested that they may be connected, we stimulated enriched NK cells from WT mice with a combination of IL-12/15/18 cytokines for 96 h, which has previously been show to induce memory NK cells (Cooper et al., 2009) as well as CXCR6 on the surface of NK cells (Hydes et al., 2018). This cytokine stimulation resulted in approximately 10% of WT NK cells expressing PD-1 (Figures 5A and S10). Similar patterns of staining were seen in cytokine-stimulated NK cells from *RAG1*^−/−^ mice (Figure 5B), which ruled out that expression of PD-1 might be on a T cell subset with low CD3 expression, that T cells could induce PD-1 on NK cells or that PD-1 expression was because of trogocytosis from T cells. Because PD-1 and PD-L1 have recently been shown to form *cis*-interactions in artificial lipid structures and in antigen-presenting cells (APCs) (Zhao et al., 2018), we investigated whether PD-L1 on non-tumor cells could interact with PD-1 on NK cells using these IL-12/15/18 stimulated NK cells. It has been shown previously that inhibitory MHC-I-binding molecules on NK cells could form *cis*-interactions with their ligands (Bagawath-Singh et al., 2016; Chalifour et al., 2009). We therefore assessed whether the movement of PD-L1 was restricted in the presence of PD-1 and determined PD-L1 diffusion on the membranes of NK cells lacking PD-1 compared to WT NK cells using fluorescence correlation spectroscopy (FCS). This method detects diffusion of molecules and it has previously been used to measure the diffusion of receptors in the membrane of NK cells (Bagawath-Singh et al., 2016; Guia et al., 2011). A series of autocorrelation curves were generated and fitted to the 2D diffusion FCS curve fitting equation. Representative autocorrelation curves with 2D curve fit are shown in Figure 5C. Of interest, PD-L1 diffused significantly faster on the membrane of NK cells lacking PD-1 compared to PD-1^+^ NK cells from WT mice (Figures 5C and 5D). Furthermore, we observed a trend for high levels of PD-L1 molecules per μm^2^ on the surface of NK cells lacking PD-1 (Figure 5E). Because molecule crowding factor is ruled out on PD-1^+^ NK cells, the slow diffusion of PD-L1 molecules on cell membranes can be due to specific interactions or clustering. To investigate whether PD-1 and PD-L1 form clusters on the surface of NK cells, the brightness of PD-L1 was quantified, which is measured in terms of counts per molecule diffusing within the observation volume. We observed a tendency toward larger clusters, as the brightness of PD-L1 on PD-1 positive NK cells was higher compared to *PD-1*^−/−^ NK cells (Figure 5F). These data suggest that PD-L1 on PD-1^+^ NK cells clusters with PD-1, indicating *cis* interactions on the membrane of NK cells. In conclusion, PD-L1 diffuses faster without any hinders on *PD-1*^−/−^ NK cells whereas in presence of PD-1 on cell membrane PD-L1 diffuses slower, which suggests that PD-L1 might be clustering in *cis* with PD-1 on the cell membrane (Figure 5G).

**Figure 5:**
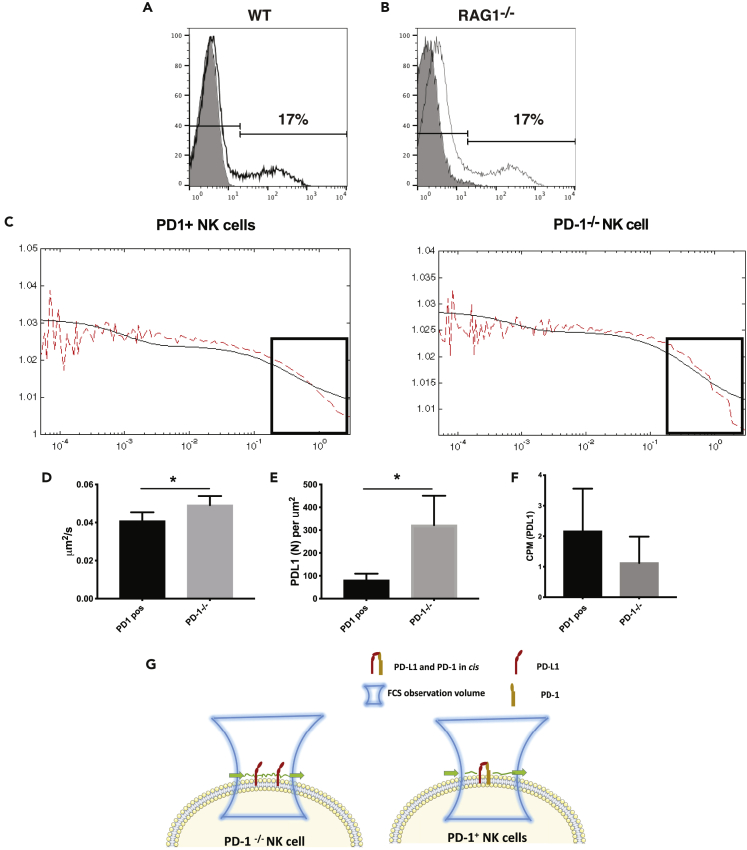
Movement of PD-L1 in WT and *PD-1*^*−/−*^ NK cells (A) Isolated splenic NK cells stimulated with IL-12, IL-15 and IL-18 can express PD-1, A, wild-type B6 mice, B, *RAG1*^*−/−*^ mice. Shaded background is based on the anti-PD-1 antibody staining of in the respective PD-1 deficient mice. (C) Representative FCS auto correlation curves of PD-L1 on PD-1 positive (*right panel*) and *PD-1*^*−/−*^ NK cells (*left panel*), decline part of the curve indicates the rate of diffusion on cell membrane. FCS readouts of PD-L1 molecule on PD-1 positive and negative NK cells. (D) The diffusion rate of PD-L1, E, the density of PD-L1 and F, the counts per molecule (CPM) of PD-L1 were measured on individual PD-1^+^ NK cells from *RAG1*^−/−^ mice and NK cells from *PD-1xRAG1*^−/−^ mice. D, The diffusion rate of PD-L1 is faster in the absence of PD-1 (∗∗∗p<0.001 Mann-Whitney test n = 10–12 NK cells/group, data represent mean ± SD). (E and F) The density of PD-L1 was higher on *PD-1xRAG1*^−/−^ NK cells (∗∗∗p<0.001 Mann-Whitney test n = 10–12 NK cells/group, data represent mean ± SD), whereas in F, the CPM, indicates the size of the cluster measured based on the brightness or number of molecules per entity, PD-L1 clusters was higher when PD-1 was present. (G) Model for PD-L1 movement in the membrane in the presence and absence of PD-1.

Three-dimensional molecular models of the full-length extracellular domains of PD-1 and PD-L1 reveal that their structural features easily allow for the formation of *cis*-interactions. Indeed, a model of the stalk region of PD-1 (comprising the stretch of residues R147-V170) in extended conformation demonstrates that its length is sufficient to allow both *cis*- and *trans-*interactions with the N-terminal domain of PD-L1 (Figure 6). Our molecular models thus suggest a binding in which PD-1 “tip-toes” to reach PD-L1 with an extended stalk, while keeping the same PD-1/PD-L1 “cheek-to-cheek” interface found in previous crystal structures (Figure 6).

**Figure 6:**
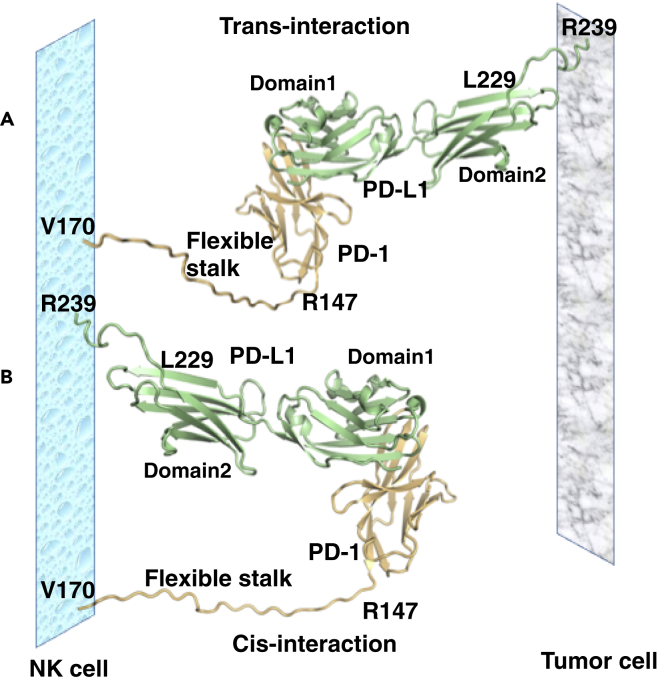
Molecular Modeling of PD-1-PD-L1 *cis*-interaction The 24 amino residues long stalk region of PD-1 is long and flexible enough to allow for both *trans*- and *cis*-interaction between PD-1 and PD-L1. (A) *Trans*-interaction between PD-L1 on tumor cells and PD-1 on NK cells. (B) *Cis*-interaction between PD-1 and PD-L1 on NK cells. The interactions and mode of binding between the N-terminal part of PD-L1 and PD-1 could be highly similar, as found in the crystal structure of the human PD-1/PD-L1 complex (Zak et al., 2015). The stalk-region of PD-1 (residues R147-V170) was modeled in an arbitrary extended conformation to show that its length is sufficient to allow for *cis*-interaction with the N-terminal domain of PD-L1.

## Discussion

Expression of PD-1 on NK cells has been observed in many human and mouse studies (Alvarez et al., 2020; Beldi-Ferchiou et al., 2016; Benson et al., 2010; Guo et al., 2016; Hsu et al., 2018; MacFarlane et al., 2014; Norris et al., 2012; Terme et al., 2011). However, some recent studies suggested that NK cells do not express PD-1 and expression may because of artifact of flow cytometry staining or through interactions with PD-L1 and the NK cells acquiring PD-1 via trogocytosis (Hasim et al., 2022; Judge et al., 2020). However, in the present study, we could find transcript and surface expression of PD-1 in tumor infiltrating NK cells which was associated with the expression of CXCR6. This association between PD-1 and CXCR6 was also observed on IL-12/15/18 stimulation of NK cells in culture. Furthermore, PD-1 was induced on tumor-infiltrating NK cells even though the tumors themselves expressed little or no PD-L1. NK cells from mice lacking PD-1 displayed phenotypic differences compared to NK cells from WT mice, suggesting that background low levels of PD-1 might still play a role in NK cell homeostasis or in NK cell development. In particular, NK cells from *PD-1-*deficient mice exhibited increased maturation as well as increase in expression of DNAM-1.

We found that *PD-1*-deficient mice were poor at rejecting MHC-I^neg^ cells and had low NK cell infiltration into tumors expressing low levels of MHC-I *in vivo*. In part, this might be because of the increased maturity of NK cells in *PD-1*-deficient mice, but the reduced frequency of tumor infiltrating NK cells could also be because of (1) reduced CD62L found on the *PD-1*^*−/−*^ NK cells or (2) reduced survival once these NK cells encounter tumor cells.

A recent study reported that PD-1 antibody blockade increases the immune response of NK cells both in an MHC-I^neg^ and MHC-I^pos^ tumor setting (Hsu et al., 2018), supporting the notion that NK cells participate in the clinical benefit of PD-1/PD-L1 antibody therapy. However, in this study Hsu et al., also demonstrated that RMA-S expressing PD-L1 grew out faster and was more lethal than RMA-S that did not express PD-L1 (Hsu et al., 2018) which further suggested that there was a role of PD-1 on NK cells in eliminating this tumor. Our data has some differences to their data which may be because of the fact that our tumors had low expression of PD-L1 and that we used mice lacking PD-1. This chronic loss of PD-1 leads to other changes in NK cells such as increased maturation that could have altered the ability of these NK cells to kill tumors or to migrate to tumors because of changes in the environment because of, e.g., cytokines that are released.

Our data, that the chronic lack of PD-1 leads to an impairment of anti-tumor and missing self-responses of NK cells, are reminiscent of previous studies showing that short-term blockade of inhibitory NK cell receptors increases their anti-tumor function, whereas longer blockade leads to a reduction of the function (Carlsten et al., 2016; Wagner et al., 2016). In the case of inhibitory receptors that recognize MHC-I, these observations were explained by the ability of NK cells to retune their responsiveness to the new integrated input of activating and inhibitory signals during the chronic blockade of inhibitory signals. Although we could not detect an education defect *per se* in the *PD-1*^*−/−*^ mice, we observed decreased cytotoxicity toward MHC^neg^ spleen cells which represent missing self targets. In recent years, the important roles of non-MHC-I molecules in NK cell education have been highlighted (He and Tian, 2017), and our observations pertaining to NK cell functionality in *PD-1*^*−/−*^ mice could indicate that this inhibitory receptor may have a minor role in setting the threshold of NK cell responsiveness in steady state.

It is unclear if the increased NK cell maturation that we observed in the *PD-1*^*−/−*^ mice is a direct effect on NK cells because we observe very little or no PD-1 on NK cells in circulation. It should be noted though that, lack of PD-1 on dendritic cells leads to increased IL-12 and TNF production by dendritic cells (Yao et al., 2009). Thus, lack of PD-1 on DCs could indirectly affect NK cell maturation. Furthermore, absence of PD-1 on T and B cells could affect NK cells indirectly as well (Chambers, 2009; Kerdiles et al., 2013). However, even in the *PD-1xRAG1*^−/−^ mice, we still had more mature NK cells and increased expression of DNAM-1 suggesting that the *PD-1*^−/−^ T and B cells had little effect on the NK cell phenotype. *PD-1*^−/−^ NK cells stimulated with IL-12/15/18 had increased numbers of IFNγ-producing cells suggesting that increased IL-12 from accessory cells in *PD-1*^−/−^ mice (Yao et al., 2009) might already prime NK cells to make more IFNγ. Chronic infection and IL-18 expression have previously been associated with higher expression of PD-1 on NK cells (Alvarez et al., 2010; Golden-Mason et al., 2008; Norris et al., 2012; Quatrini et al., 2018, 2021; Terme et al., 2011). Even though PD-1 expression on T cells has been associated with exhaustion, it may also be a marker for activation and that its expression controls T cells from being overly activated (Odorizzi et al., 2015; Schietinger et al., 2016). Thus, PD-1 expression on NK cells might play a similar role within the frame of NK cell activation (Hsu et al., 2018).

Recent studies have called into question whether PD-1 is actually expressed at all on NK cells (Hasim et al., 2022; Judge et al., 2020). Our results are in agreement with some of these findings, including the low surface of expression of PD-1 on NK cells under physiological conditions. A number of articles have detected transcript for PD-1 in NK cells that could be reduced with IL-2 stimulation (Judge et al., 2020) or controlled by pro-inflammatory cytokines and glucocorticoids (Quatrini et al., 2018, 2021). However, Hasim et al. did not detect PD-1 on NK cells stimulated with a variety of cytokines (Hasim et al., 2022). Because PD-1 is expressed on other tumor-infiltrating cells, there is still the possibility that PD-1 may be transferred by trogocytosis from surrounding cells to NK cells via SLAM receptors (Hasim et al., 2022; Judge et al., 2020). Because we observed a paucity of *PDCD1* transcript in the CD62L^+^ tumor infiltrating NK cells, we believe that PD-1 surface expression on these NK cells could be because of trogocytosis. However, because we see both the majority of the *PDCD1* transcript and surface expression of PD-1 on the CXCR6^+^ NK cells, it suggests that expression of PD-1 on these NK cells is not because of trogocytosis. 

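Of the cells with Pdcd1, 77.8% of the 9 WT cells and 53.2% of the 47 PD-1-/- cells also had Cxcr6. Pdcd1 was detected in 7 of 28 WT cells with Cxcr6, 25.0% (10.7 to 44.9), and in 2 of 332 without it, 0.602% (0.0730 to 2.16). Among PD-1-/- cells, it was detected in 25 of 77 with Cxcr6, 32.5% (22.2 to 44.1), and in 22 of 289 without it, 7.61% (4.83 to 11.3). In plate rows C to P, 0 of 14 WT cells with Cxcr6 had Pdcd1, which allows a share of up to 21.4%, against 22 of 71 PD-1-/- cells, 31.0% (20.5 to 43.1). Of the 9 WT cells with Pdcd1, 8 had Cd3g and 5 had Cd3d, Cd3e and Cd3g together. T cells that carry NK1.1 thus stay open as the source of Pdcd1 in WT cells. Of the 47 PD-1-/- cells with Pdcd1, 10 had the 3 Cd3 genes together and 30 had none of them. These are RNA values, and no surface PD-1 of the same cells was analysed here.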

Finally, Metzger et al. have also suggested that false positives can be obtained by anti-PD-1 antibodies binding to nuclear antigen in dying cells (Metzger et al., 2018). In our studies, we have compared our staining of WT NK cells with NK cells from *PD-1*^*−1*^^−^ mice and did not see non-specific binding using the anti-PD-1 antibody clone RMP1-14 or clone 29F.1A12. We did not use the J43 clone in our studies because we had previously found some non-specific binding with this clone. This suggested that, at least in our hands, our observed PD-1 expression was not due to cross-reactivity with another antigen.

NK cells play an important role in clearance of tumor cells, and impairment of NK cell functions results in an increased risk for the development of cancer. Both tumor-infiltrating NK cells (TINKs) and tumor-associated NK cells (TANKs) have been described (Bruno et al., 2014), but their function and expression profiles have yet to be defined. Our single cell gene expression data reveal that NK cells within the TME separate into five distinct clusters. Many DE genes of our intratumoral NK cells have been previously described in tissue-resident NK cells in different organs including liver, lung, lymph node, and placenta. The high expression of tissue residency markers in NK cells within the TME could indicate that these NK cells are tumor tissue-resident. Whether these NK cells infiltrate tumors (TINKs) to eliminate them, or whether they associate with tumor cells (TANKs) and facilitate pro-angiogenic properties, remains difficult to assess. In many tumors, TINKs exhibit a profoundly altered phenotype with defects in degranulation and IFNγ expression (Platonova et al., 2011). Our finding that PD-1^+^ NK cells within the TME co-express CXCR6 is interesting in light of a recent report suggesting that CXCR6 on cytotoxic T cells enables them to receive critical survival signals within the TME (Di Pilato et al., 2021). However, it is still unclear whether PD-1 on tissue resident-like NK cells is because of exhaustion and functional impairment, or if expression of PD-1 restricts NK cell activation and terminal maturation to prevent the exhausted phenotype, as has been suggested for T cells (Alvarez et al., 2020; Odorizzi et al., 2015).

Previous work has established the bidirectional signaling of PD-1 and PD-L1. *Cis* interactions between PD-1 and PD-L1 on antigen-presenting cells have been shown to decrease availability of PD-L1 for *trans* binding to PD-1 on T cells, and both *cis* and *trans* interactions are susceptible to antibody blockade (Zhao et al., 2018). In the current study, we have shown that *cis* interaction between PD-1 and PD-L1 and a potential sequestration of available PD-1 for *trans* signaling also occurs on NK cells. We show that in the absence of PD-1, the diffusion rate of PD-L1 is significantly increased, whereas the size of PD-L1 clusters is decreased, indicating that PD-L1 forms clusters with PD-1 on the same membrane, thus limiting the movement of PD-L1 and potentially also that of PD-1. This suggests that the levels of PD-L1 on NK cells can determine their response to PD-1 signaling imposed by PD-L1^+^ cells inside the TME. We further provide a model for how PD-1 and PD-L1 interact in *trans* and in *cis*, where the same amino acid residues are involved in these interactions.

The binary PD-1/PD-L1 complex was crystallized both for human PD-L1 and murine PD-1 (Lin et al., 2008) and for human PD-L1 and human PD-1 (Zak et al., 2015). In both cases, protein-protein binding occurs via “cheek to cheek interaction” of Ig domains of PD-1 and PD-L1, and this was almost identical in the two structures. We hypothesize that the long flexible stalk of PD-1 allows both *cis* and *trans*interaction, where PD-1 “tip-toes” to reach PD-L1 with an extended stalk, whereas keeping the same PD-1/PD-L1 “cheek-to-cheek” interface found in the crystal structures. The stalk region of PD-1 (residues R147-V170) was modeled in extended conformation to demonstrate that its length is sufficient to allow both *cis*- and *trans-*interaction with the N-terminal domain of PD-L1. High sequence homology between murine and human proteins (77% for PD-L1 and 64% for PD-1) and conservation of the residues forming intermolecular hydrogen bonds suggest that the *cis* and *trans*-interaction for the PD-1 and PD-L1 could be possible for the human cells as well. Indeed, *cis* binding of human PD-1 and human PD-L1 has recently been demonstrated (Zhao et al., 2018).

A recent study has shown that NK cells up-regulate PD-L1 in response to IFN-γ and that NK cells from AML patients show increased expression of PD-L1 (Dong et al., 2019). PD-L1^+^ cells in the TME negatively regulate PD-1^+^ effector cells, but at the same time, PD-L1 on T and NK cells might inhibit survival of PD-1^+^ APCs (Park et al., 2014). In addition to binding PD-1 in *cis*, PD-L1 can also bind to CD80 on the same membrane, which may repress both PD-1 and CTLA-4 signaling while favoring the CD28 axis (Zhao et al., 2019). These multi-facetted binding patterns in *trans* and *cis* may contribute to the fine-tuning of the immune response within the TME, and may be the cause for the differences observed when treating cancer patients with anti-PD-1 versus anti-PD-L1 blocking antibodies (Duan et al., 2019).

Since we find that the PD-1 tumor-infiltrating NK cells are expressed primarily in the CXCR6^+^ NK cell population, this may open up new possiblities to investigate the function of NK cells in the setting of PD-1/PD-L1 therapy. PD-1 blockade is effective in human tumors that have lost HLA-I expression or show low levels of mutational load, both factors necessary for a T cell-mediated response (Ansell, 2016; Ansell et al., 2015). Furthermore, even in tumors where the effect of PD-1 therapy is clearly T cell-mediated, the presence of innate immune cells such as DCs and NK cells within the TME were the strongest predictors or responsiveness (Barry et al., 2018). In these settings, NK cells may be enhanced to kill tumor cells directly, thus contributing to the antigen presentation by APCs, or by helping to recruit an adaptive immune response.

### Limitations of the study

Despite several recent publications showing PD-1 on NK cells in human tumors, there is still a controversial discussion whether NK cells themselves actually express PD-1. In our study, we show PD-1 expression on RNA and protein level, albeit in murine not human NK cells. Our study on tumor-infiltrating NK cells have been conducted in mice with a general deletion in the PDCD1 gene. This could potentially lead to changes in NK cell function and phenotype because of PD-1 deletion in other immune cells. We tried to address this concern by looking at NK cells from B cell and T cell deficient mice, and could show that the major effects of chronic absence of PD-1 are NK cell effects.

Another limitation of our study is the use of two tumor models that are known to be primarily targeted by NK cells, not T cells. How the observed effect will translate into a tumor setting with heterogeneous expression of MHC-I and contribution of T cell-mediated and NK cell-mediated cytotoxicity, needs to be addressed in future studies.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

NK1.1 APC	Biolegend	Cat# 108710 RRID AB_313397
NK1.1 APC Cy7	Biolegend	Cat# 108724 RRID AB_830871
NKp46 BV421	Biolegend	Cat#137611 RRID AB_10915472
PD-1 PE	Biolegend	Cat# 135205 RRID AB_1877232
PD-1 APC	Biolegend	Cat# 135210 RRID AB_2159183
PD-1 APC	Biolegend	Cat# 114118 RRID AB_2566726
PD-1 Alexa 488	R&D systems	Cat# FAB7738G
PD-L1 Alexa 647	R&D systems	Cat# FAB9078R
NKG2A APC	BD	Cat# 564383 RRID AB_2738783
Ly49A Pacific Blue	Biolegend	Cat# 116810 RRID AB_572013
Ly49D FITC	Biolegend	Cat#138303 RRID AB_10588709
Ly49G2 FITC	eBioscience	Cat #11-5781-82 RRID AB_763604
Ly49H APC	eBioscience	Cat# 17-5886-82 RRID AB_10598809
Ly49I PE	eBioscience	Cat# 12-5895-82 RRID AB_446021
CD11b FITC	Biolegend	Cat# 101205 RRID AB_312788
CD127 BV650	Biolegend	Cat# 135043 RRID AB_2629681
CD90.2 APC Cy7	Biolegend	Cat# 140331 RRID AB_2894662
CD45.2 BV421	BD	Cat# 562895 RRID AB_2737873
GITR PE	Biolegend	Cat#126309 RRID AB_1089132
CD244 FITC	eBioscience	Cat# 11-2441-82 RRID AB_657875
TIGIT	eBioscience	CAT# 67-9501-82 RRID AB_2723713
CD39 PE	Biolegend	Cat# 143803 RRID AB_11219591
LAG3 PE	BD	Cat# 552380 RRID AB_394374
KLRG1 FITC	Biolegend	Cat# 138410 RRID AB_10643582
KLRG1 PerCp Cy5.5	Biolegend	Cat# 138418 RRID AB_2563015
CD226 Alexa 647	Biolegend	Cat# 128808 RRID AB_1227541
CD62L APC	Biolegend	Cat# 104412 RRID AB_313099
CD62L FITC	Biolegend	Cat# 104406 RRID AB_313093
GR1 PerCP Cy5.5	Biolegend	Cat# 108428 RRID AB_893558
GR1 Biotin	Biolegend	Cat# 108404 RRID AB_313369
CXCR3	eBioscience	Cat#126516 RRID AB_2245493
CXCR4	Biolegend	Cat# 146511 RRID AB_2562788
CXCR6 PE Cy7	Biolegend	Cat# 151118 RRID AB_2721669
CD274 PE	Biolegend	Cat# 155403 RRID AB_2728222
CD3 PerCP Cy5.5	Biolegend	Cat# 100327 RRID AB_893320
CD3 Biotin	Biolegend	Cat# 100303 RRID AB_312668
CD19 Biotin	Biolegend	Cat# 115503 RRID AB_313638
IFNγ APC	Biolegend	Cat# 505809 RRID AB_315403
CD27 PE	Biolegend	Cat# 124209 RRID AB_1236464
Streptavidin PerCp Cy5.5	Biolegend	Cat# 405231
Streptavidin BV650	Biolegend	Cat# 405214
Ly49C (4LO3311)	Gift	Susanne Lemieux
Anti-CD16/CD32	Mabtech	N/A

**Chemicals, peptides, and recombinant proteins**		

rmIL-12	Peprotech	Cat# 210-12
rmIL-15	Immunotools	Cat # 12340155
rmIL-18	MBL	Cat# B001-5
CFSE	ThermoFisher	Cat# C34554
Cell trace Violet	ThermoFisher	Cat# C34557
Live/Dead Fixable Aqua Dead Cell Stain	ThermoFisher	Cat# L34966
Fixable Viability Dye eFluor 780	ThermoFisher	Cat# 65-0865-14
RPMI	HyClone	Cat# 16750-084
FBS	Gibco	Cat# 10270-106
2-mercaptoethanol	Gibco	Cat# 31350-010
HEPES	HyClone	Cat# SH30237.01
L-glutamine	HyClone	Cat# SH30034.01
Sodium Pyruvate	HyClone	Cat# SH30239.01
4% Formaldehyde	ITW Reagents	Cat# 252931.1211
Intracellular staining	Biolegend	Cat# 421002

**Critical commercial assays**		

NK cell isolation kit	Miltenyi Biotech	Cat# 130-115-818

**Deposited data**		

Smart-Seq2 data	This study	GSE211488

**Experimental models: Cell lines**		

RMA-S	(Karre et al., 1986)	N/A
MTAP1A	(Chambers et al., 2007)	N/A

**Experimental models: Organisms/strains**		

C57Bl/6JRj	Janvier	N/A
PDCD1−/−	Riken	N/A
RAG1−/−	Jackson Laboratories	N/A
PDCD1−/−x RAG1−/−	(Smith et al., 2016)	N/A
H-2K^b^xH-2D^b−/-^	(Hoglund et al., 1998)	N/A

**Software and algorithms**		

GraphPad Prism 9	Graph Pad	N/A
FlowJo	Biolegend	N/A
MATLAB	Mathworks	N/A
Biorender	Biorender	https://biorender.com
Seurat 3.0	(Stuart et al., 2019)	https://satijalab.org/seurat/
Swiss Model	(Waterhouse et al., 2018)	https://swissmodel.expasy.org/

**Other**		

Protein Data base	https://www.rgsb.org	3BIK, 4ZQK

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Benedict Chambers ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Mice

C57BL/6, *PDCD-1*(PD-1)^−/−^ (generously provided Dr. Tasuku Honjo, Kyoto University, Kyoto, Japan) (Nishimura et al., 1998), *RAG1*^−/−^(Mombaerts et al., 1992) and *PD-1*^−/−^x*RAG1*^−/−^ (PD-1xRAG1^−/−^) (Smith et al., 2016), *H-2K*^*b*^*xH-2D*^*b−/-*^(MHC-I^−/−^) (Hoglund et al., 1998) mice on the C57BL/6 background were housed under specific pathogen free conditions at the Department of Microbiology, Tumor and Cell Biology and Astrid Fagraeus Laboratories, Karolinska Institutet, Stockholm. All procedures were performed under both institutional and national guidelines (Ethical numbers from Stockholm County Council N147/15). Sex and aged match mice (8–12 week old) were used for all experiments. Mice were chosen randomly for control or treated groups.

#### Tumors

MHC-I-deficient lymphomas RMA-S (*TAP2*-deficient), and *TAP1*-deficient MCA fibrosarcoma (clone MTAP1A) have been previously described (Chambers et al., 2007; Kärre et al., 1986). Cells were thawed prior to use and grown in complete medium (RPMI; 10 mM HEPES, 2 × 10^−5^ M 2-ME, 10% FCS, 100 U/ml penicillin, 100 U/ml streptomycin). RMA-S cells were inoculated at the LD_50_ dose of 10^5^ s.c. in the flank of mice. MTAP1A was inoculated at a dose of 10^5^ cells/mouse. Since the sex of the tumors was unknown, male mice were used as recipients. Tumor growth was measured every two days and mice were sacrificed when the tumor reached 10^3^ mm.

### Method details

#### NK cell purification and culture

Single-cell suspension from spleens was depleted of erythrocytes, and NK cells were positively sorted by negative sorting using MACS separation, using NK cell isolation kit from Miltenyi Biotec (Miltenyi Biotec, Bergisch Gladbach, Germany). Cells were resuspended in complete medium (RPMI; 10 mM HEPES, 2 × 10^−5^ M 2-ME, 10% FCS, 100 U/ml penicillin, 100 U/ml streptomycin) with with 100 ng/mL mouse IL-12 (PeproTech), IL-15 (Immunotools) and 100 ng mouse IL-18 (MBL International, Woburn, MA, USA) for four days. For isolation of NK cell subsets, NK cells were isolated as above and then sorted on BD Influx (Becton Dickenson, CA, USA).

#### *In vivo* rejection assay

Splenocytes from B6 or *MHC-I*^*−/−*^ mice were labeled with 0.5 μM CFSE (target cells) or 0.5 μM CellTrace Violet (control cells; Thermo Fisher Scientific Life Sciences) for 10 min. Target and control cells were washed, then mixed and 1–3 × 10^6^ cells coinjected intravenously via the tail vein into B6, *PD-1*^*−/−*^ mice or *MHC-I*^*−/−*^ mice as controls for NK cell-mediated killing. The injection mix was analyzed by flow cytometry for reference. Two days later, the spleens were harvested and erythrocytes depleted, and the relative percentages of target and control cells were measured by flow cytometry (Oberg et al., 2004). Rejection was estimated as the relative survival of target or cells, calculated as: % remaining target cells of labeled cells/% target cells in inoculate or % remaining control cells of labeled cells/% control cells in inoculate.

#### Flow cytometry

Splenic and tumor NK cells were stained after single cell preparations were depleted of erythrocytes. Cells were stained as outlined in the various experiments and the antibodies used outlined above. For gating of PD-1 stainings, cells from *PD-1*^*−/−*^ mice were used as negative controls. For cultured NK cells, cells were incubated with monensin and Brefeldin A for four hours and stained for surface markers before being fixed in formaldhyde. Intracellular staining for IFNγ was performed using Biolegend’s intracellular staining kit. Flow cytometry was performed on CyAN ADP LX 9-colour flow cytometer (Beckman Coulter, Pasadena, CA) or LSRII (Becton Dickinson). Data were analyzed using FlowJo software (Tree Star Inc, OR).

#### Molecular modelling of cis- and trans-interactions between PD-1 and PD-L1

Three-dimensional molecular models of the full-length extracellular regions of murine or human PD-1/PD-L1 complexes (PD-L1 residues 19-239 and PD-1 residues 21-170) were created based on the crystal structure of the chimeric complex of human PD-L1 and murine PD-1 (pdb code3BIK) (Lin et al., 2008). To our knowledge, no crystal structure of murine PD-L1 has been determined yet, although several crystal structures of human PD-L1 are available (Chen et al., 2010; Lin et al., 2008).The crystal structure of human PD-L1 revealed that it consists of two Ig domains linked by a 10 residues-long stalk region. The sequence identity between murine and human PD-L1 is 77%, which means that their 3D structures may be very similar. Indeed, the model of murine PD-L1 created using SwissModel (Waterhouse et al., 2018) is very similar to human PD-L1. Replacement of human PD-L1 with its murine orthologue in the 3BIK structure allowed us to generate a full-length model of the murine PD-1/PD-L1 complex. Conversely, replacement of murine PD-1 with the human orthologue allowed us to create a three-dimensional model of the full-length human PD-1/PD-L1 complex. The stalk regions of PD-1 (residues 147-170) and PD-L1 (residues 229-239) were modelled in an arbitrary extended conformation using the program Coot (Emsley et al., 2010) followed by model regularization to improve the geometry of the peptide chain and remove all possible sterical clashes.

#### SMART-SEQ2 analysis

scRNA-Seq was performed in 384-well format. The tumors were isolated, rapidly processed, stained for a panel of surface markers and single cell sorted within approximately 90 minutes of organ harvest. In total 382 NK cells were sorted directly into 2 μL lysis buffer using a BD Influx from pooled tumors from either 3 WT and 3 *PD-1*^*−/−*^ KO mouse respectively. 

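Each plate had 16 rows of wells, and all 384 wells of each are labelled with a genotype. Wells P23 and P24 of both plates had sums of 16367 to 32049 RPKM and 272 to 574 recovered reads, and whether they held a cell is not known. Over all wells, the recovered reads had a median of 384067 on the WT plate, ranging from 108 to 588060, and of 404955 on the PD-1-/- plate, ranging from 414 to 675609.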

SMART-Seq2 libraries were prepared using the method described in Picelli et al. (2013) by the Eukaryotic Single Cell Genomics national facility at SciLife Laboratory, Stockholm.

Digital gene expression matrices were preprocessed and filtered using the Seurat v3.0 R package (https://github.com/satijalab/seurat). Outlier cells were first identified based on 3 metrics (library size, number of expressed genes, etc). 

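After the filter on cells, 14171 genes detected in at least 3 of the kept cells entered the clustering.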

Low abundance genes were removed by removing all genes that were expressed in less than 3 cells. The raw counts were normalized and transformed using the ‘LogNormalize’ function of Seurat. Highly variable genes were detected using the proposed workflow of the Seurat R package. Unsupervised clustering of the cells was performed and visualized in two-dimensional scatterplots via Uniform Manifold Projection (UMAP) function using the Seurat R package.

#### Microscopy and FCS analysis

##### Diffusion of PD-1 and PD-L1 on cell surface

Zeiss 510 microscope with a Confocor 3 system (Carl Zeiss Microimaging GmbH), C-Apochromat 40x/1.2 NA water objective was used for Fluorescence Correlation Spectroscopy (FCS) measurements (Vukojevic et al., 2008). Diffusion of interested molecules were measured using fluorescent labelled antibodies and FCS measurements were calibrated by measuring Alexa-488 and Alexa-647 dyes in solution at different power scale concentration whose diffusion coefficient is known. For cell preparation, spleens were isolated from from *RAG1*^−/−^ and *PD-1xRAG1*^−/−^ mice. From single cell suspension of splenocytes of mice, NK cells were isolated by MACS NK cell isolation kit mouse (Miltenyi Biotech Norden AB, Sweden). NK cells were stained for PD-1-Alexa flour 488 (RND systems) and PD-L1-Alexa flour 647 (RND systems), and microscopic chambers were coated with poly-L-lysine, so the cells are made to attach to the glass surface (Bagawath-Singh et al., 2016; Staaf et al., 2017). All the FCS measurements on cells were made on the cell surface for the diffusion of PD-1 and PD-L1.

##### FCS analysis

FCS Data was analyzed using MATLAB based written algorithm to have graphical user interface (GUI) for fitting. GUI permits to assume the initial fit coefficient like N-number of molecules, Tau D-Diffusion time for the molecule to diffuse within the focal volume, triplet state of the molecules. Different fit models and time fit domain was considered for free dyes and cells. Where 3D diffusion model fit was chosen for free dyes with time domain fit 0.5 μsecond to 0.1 millisecond and 2D diffusion model fit for cells with time fit between 1 millisecond to 5 second.

### Quantification and statistical analysis

All statistical analysis was performed using GraphPad Prism 9 software (La Jolla, CA). Data were presented as the mean ± SD. p value less than 0.05 is considered statistically significant. Significance is noted either in the text or figures.

## Data Availability

Smart-Seq2 data is available on Gene Expression Ominbus (GEO) with accession number GSE211488. Data reported in this article will be shared by the lead contact upon request. This article does not report original code. Any additional information required to reanalyze the data reported in this article is available from the lead contact upon reasonable request.

# Supplementary material for: PD-1 expression on mouse intratumoral NK cells and its effects on NK cell phenotype
**Source:** iScience. 2022 Sep 16;25(10):105137. doi: 10.1016/j.isci.2022.105137
**Supplement:** Document S1. Figures S1–S10 and Tables S1 and S2

## **Supplemental information**

### **PD-1 expression on mouse intratumoral**

### **NK cells and its effects on NK cell phenotype**

**Arnika K. Wagner, Nadir Kadri, Chris Tibbitt, Koen van de Ven, Sunitha Bagawath-Singh, Denys Oliynyk, Eric LeGresley, Nicole Campbell, Stephanie Tritt, Peggy Riese, Ulf Ribacke, Tatyana Sandalova, Adnane Achour, Klas Kärre, and Benedict J. Chambers**

## Supplemental Information

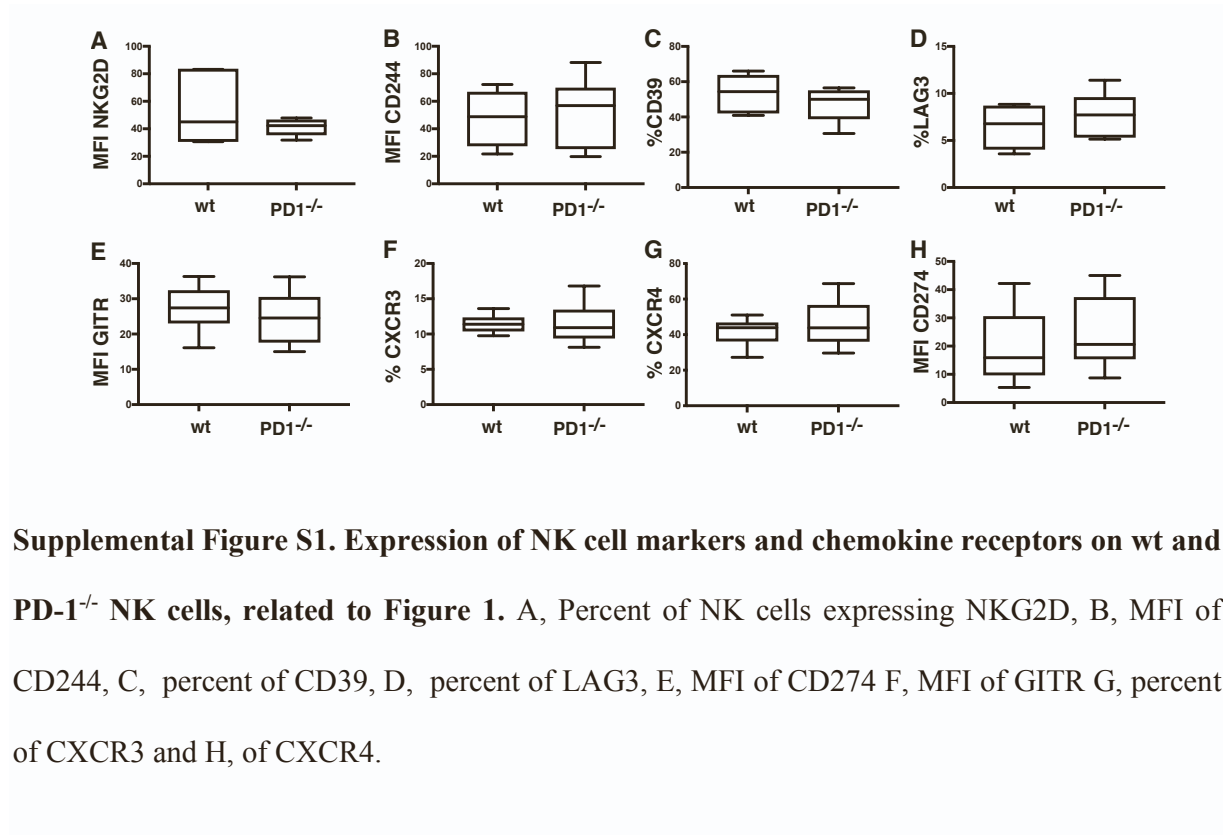

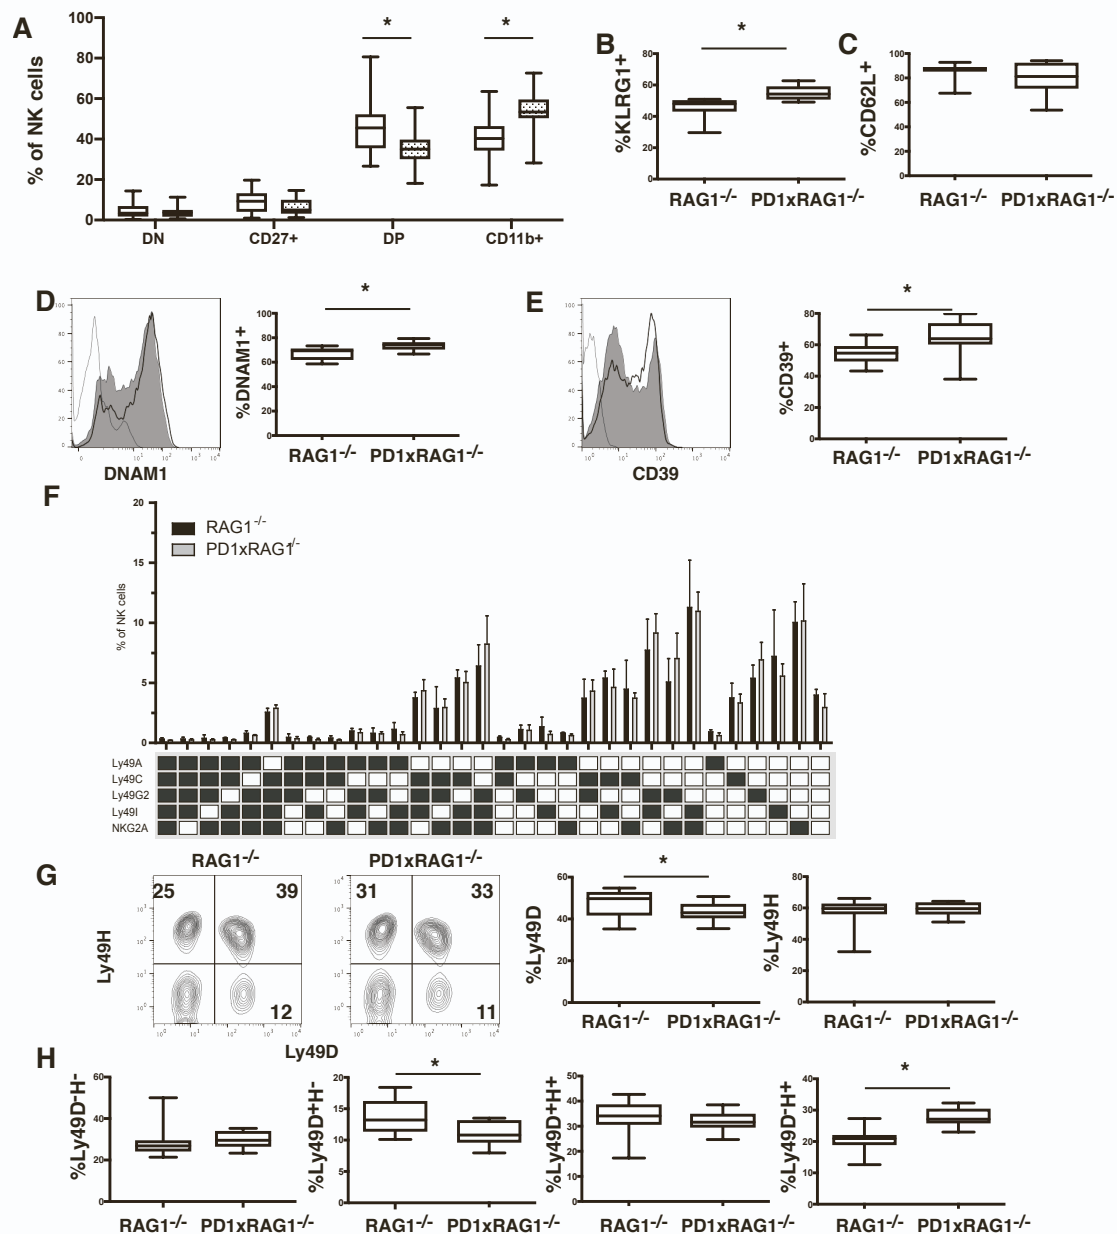

**Supplemental Figure S2. Phenotype of NK cells from *RAG1*<sup>-/-</sup> and *RAG1*<sup>-/-</sup>*PD-1*<sup>-/-</sup> mice, related to Figure 1.** A, Expression of CD11b and CD27 on NK cells from *RAG1*<sup>-/-</sup> (open bars) and *RAG1*<sup>-/-</sup>*PD-1*<sup>-/-</sup> mice (shaded bars) (\*p<0.01 MannWhitney test, n=14 mice, shown as mean±SD). B, Expression of KLRG1 on NK cells from *RAG1*<sup>-/-</sup> and *RAG1*<sup>-/-</sup>*PD-1*<sup>-/-</sup> mice (\*p<0.01 MannWhitney test, n=14 mice shown as mean±SD). C, Expression of CD62L on NK cells from *RAG1*<sup>-/-</sup> and *RAG1*<sup>-/-</sup>*PD-1*<sup>-/-</sup> mice. D, Expression of DNAM-1 on NK cells from *RAG1*<sup>-/-</sup> and *RAG1*<sup>-/-</sup>*PD-1*<sup>-/-</sup> mice, bar graphs represent percent expressing cells and the mean fluorescent intensity of expression (\*p<0.01 MannWhitney test, n=14 mice shown as

mean±SD). E, Expression of CD39 on NK cells from *RAG1*<sup>-/-</sup> and *RAG1*<sup>-/-</sup>*PD-I*<sup>-/-</sup> mice, bar graphs represent percent expressing cells and the mean fluorescence intensity of expression (\*p<0.01 MannWhitney test, n=14 mice shown as mean±SD). F, Expression of inhibitory Ly49 molecules and NKG2A on NK cells from *RAG1*<sup>-/-</sup> (open bars) and *RAG1*<sup>-/-</sup>*PD-I*<sup>-/-</sup> mice (closed bars) (\*p<0.01 Mann Whitney). G, Expression of activating Ly49 molecules on NK cells from *RAG1*<sup>-/-</sup> and *RAG1*<sup>-/-</sup>*PD-I*<sup>-/-</sup> mice. (\*p<0.01 MannWhitney test, n=14 mice H, Expression of Ly49D and Ly49H populations on NK cells from *RAG1*<sup>-/-</sup> and *RAG1*<sup>-/-</sup>*PD-I*<sup>-/-</sup> mice (\*p<0.01 MannWhitney test, n=14 mice, shown as mean±SD).

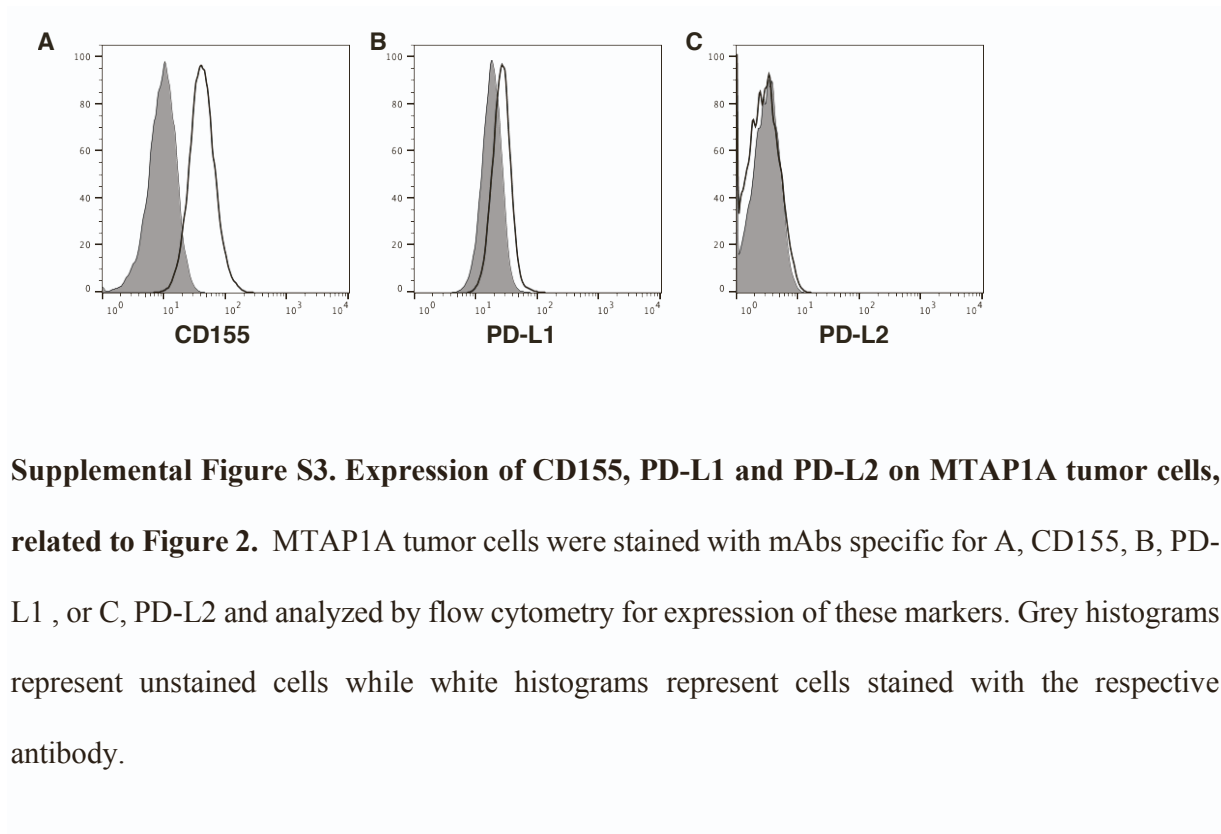

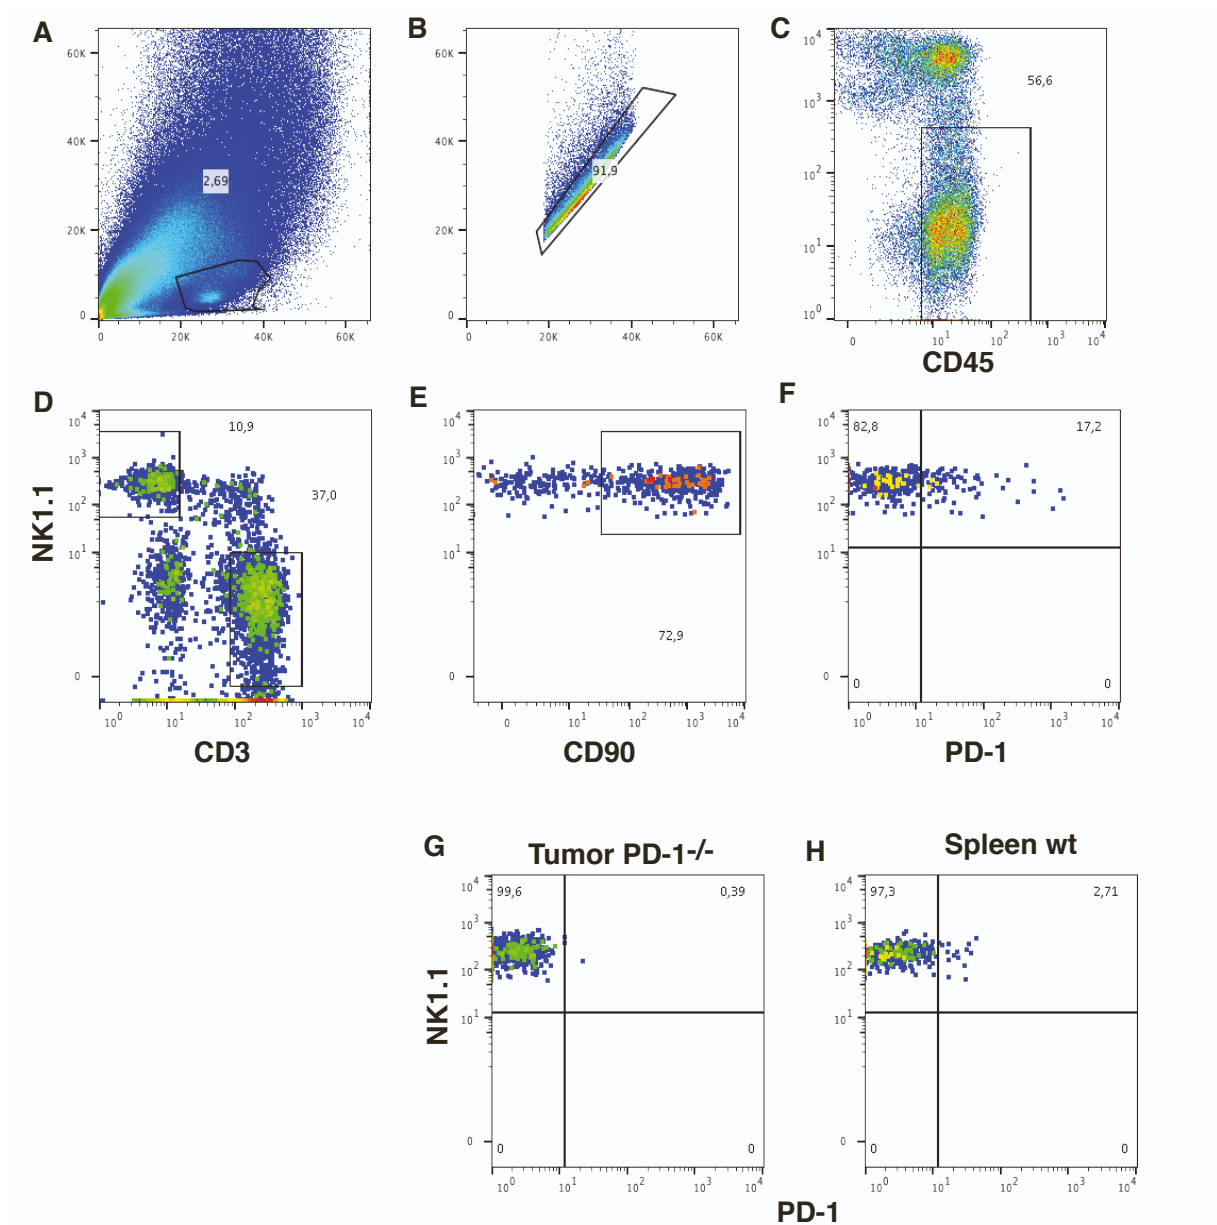

**Supplemental Figure S4. Gating strategy for intratumoral NK cells, related to Figure 2.** MTAP1A tumors were excised, crushed and filtered to get a single cell suspension. Flow cytometric analyses (A-B) of markers for leukocytes C, NK cells and CD3 D-F were performed. G, PD-1 expression was assessed on intratumoral NK cells in *PD-1*<sup>-/-</sup> mice and H, on spleen NK cells of wt mice.

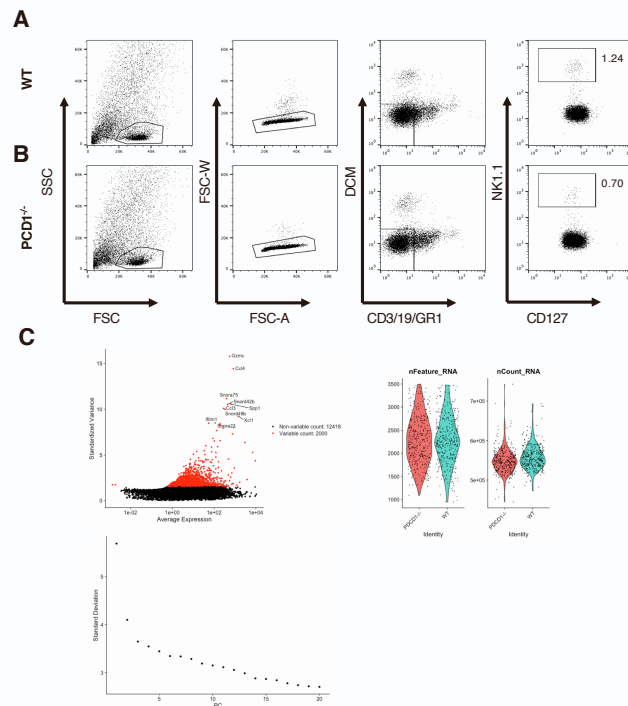

**Supplemental Figure 5. Sorting strategy and scRNA-SEQ QC, related to Figure 3.** Viable NK cells (NK1.1+CD3<sup>-</sup> CD19-GR1<sup>-</sup>) were sorted from pooled tumors from either WT (a) or *PDCD1*<sup>-/-</sup> (PD-1<sup>-/-</sup>) (b) according to the gating strategy shown. (c) SMART-SEQ2 data was processed according to the standard Seurat v3 pipeline with an elbow plot used to determine cutoff for dimensionality reduction. The data was processed according to the standard Seurat v3 pipeline. A total of 18 cells failed to pass the QC and were removed from analysis.

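NK1.1 is encoded by Klrb1c, which was detected in 96.1% (93.6 to 97.9) of kept WT cells and 97.0% (94.7 to 98.5) of kept PD-1-/- cells. Cd3d, Cd3e and Cd3g encode chains of CD3. Cd3d was detected in 14.4% of WT and 16.9% of PD-1-/- cells, Cd3e in 7.78% and 12.0%, and Cd3g in 11.7% and 15.8%. The B cell gene Cd79a was found in 2 cells of each genotype. Transcripts in a cell do not show whether the protein was at its surface during the sort.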

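With the limits of 1000 and 3500 detected genes, 24 WT and 18 PD-1-/- wells were removed, 42 in all. With a lower limit of 500 genes and no upper one, 6 wells were removed, and 380 WT and 382 PD-1-/- cells stayed.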

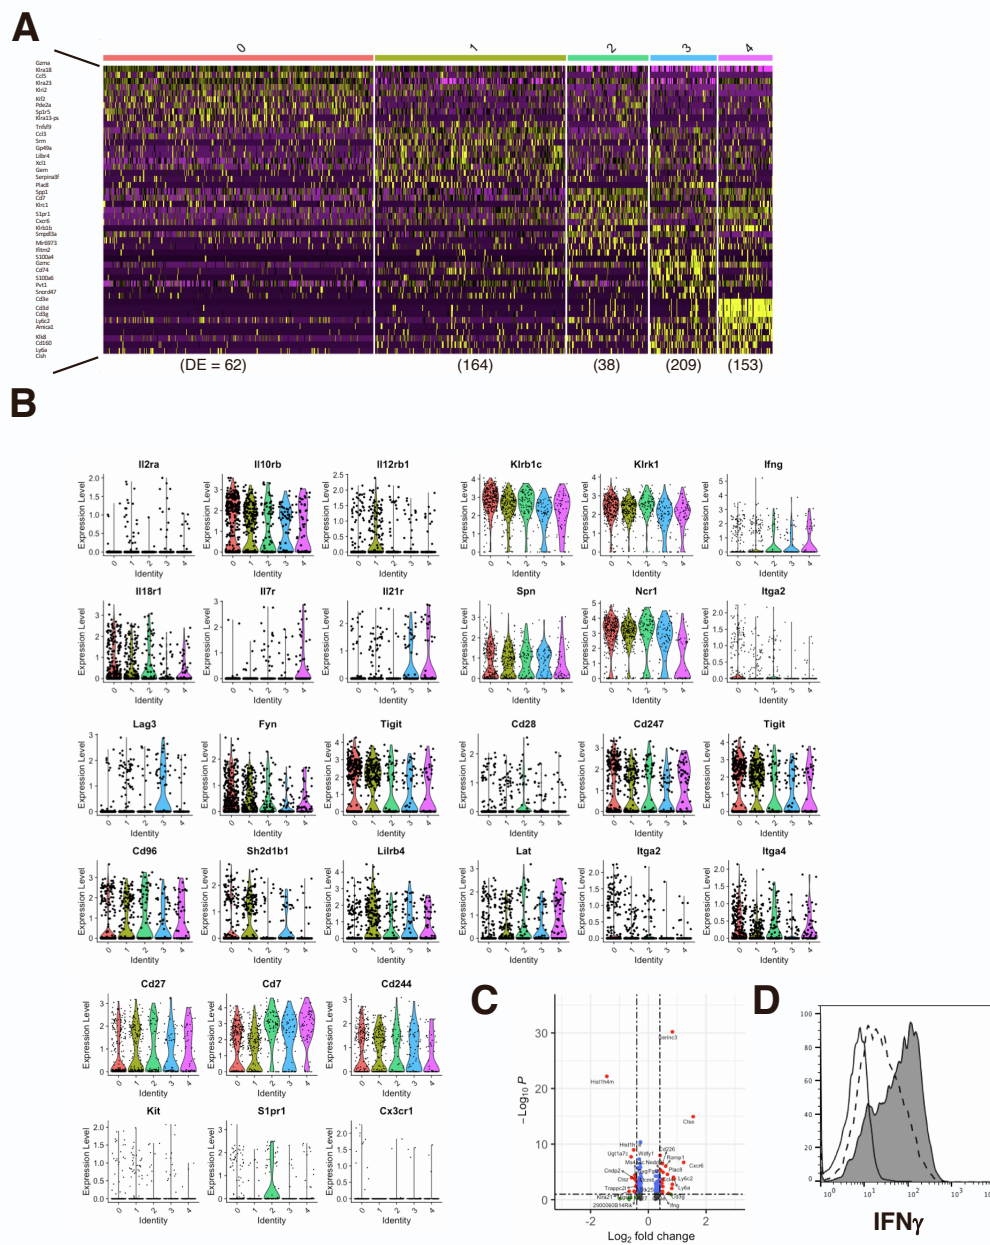

**Supplemental Figure 6. Extended analysis of scRNA-Seq of infiltrating WT and *PD-1*<sup>-/-</sup> NK, related to Figure 3. (A) Heatmap visualisation of top 10 genes per cluster. Number of DE genes**

per cluster is shown below. (B) Violin plots showing expression of the genes *Il2ra*, *Il10rb*, *Il12rb1*, *Tnf*, *Ifng*, *Csf1*, *Il18r1*, *Il7r*, *Il21r*, *CD44*, *Ly6c2*, *Ly6a*, *Lag3*, *Fyn*, *Tigit*, *CD28*, *CD247*, *CD96*, *Sh2d1b1*, *Lilrb4*, *Lat*, *Itga2*, *Itga4*, *Klrb1*, *Klf3*, *Ccr7*, *Itgb2*, *Cd9*, *CD160*, *CD5*, *CD244*, *Nfil3*, *Anxa1*, *S1pr5* and *B4galnt1*, where expression significantly differs between WT and *PD-I*<sup>-/-</sup> NK cells. 

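All 35 genes of the violin plots were found by symbol. Means were higher in PD-1-/- cells for 18 of them and lower for 17, with log2 ratios from -2.36 for Ccr7, found in 10 WT and 5 PD-1-/- cells, to 1.27 for Ly6a. The median size of the log2 ratio was 0.21, and 19 genes lay within 0.25 of 0. The sign was the same in rows A to H and in rows I to P for 22 genes. Tables S1 and S2 list 5 of them, Cd160, Cd9, Lag3, Ly6a and Ly6c2.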

(C) Volcano plot depicting genes upregulated in WT (to the left) and *PDCDI*<sup>-/-</sup> (to the right) NK cells. Intracellular levels of IFN $\gamma$  following cytokine stimulation of NK cells from (dashed line) WT mice and (shaded line) *PD-I*<sup>-/-</sup> mice (representative plot from three experiments). (D) IFN $\gamma$  levels in NK cells from wt (dashed line) and *PD-I*<sup>-/-</sup> mice (shaded line), following stimulation with IL-12, IL-15 and IL-18.

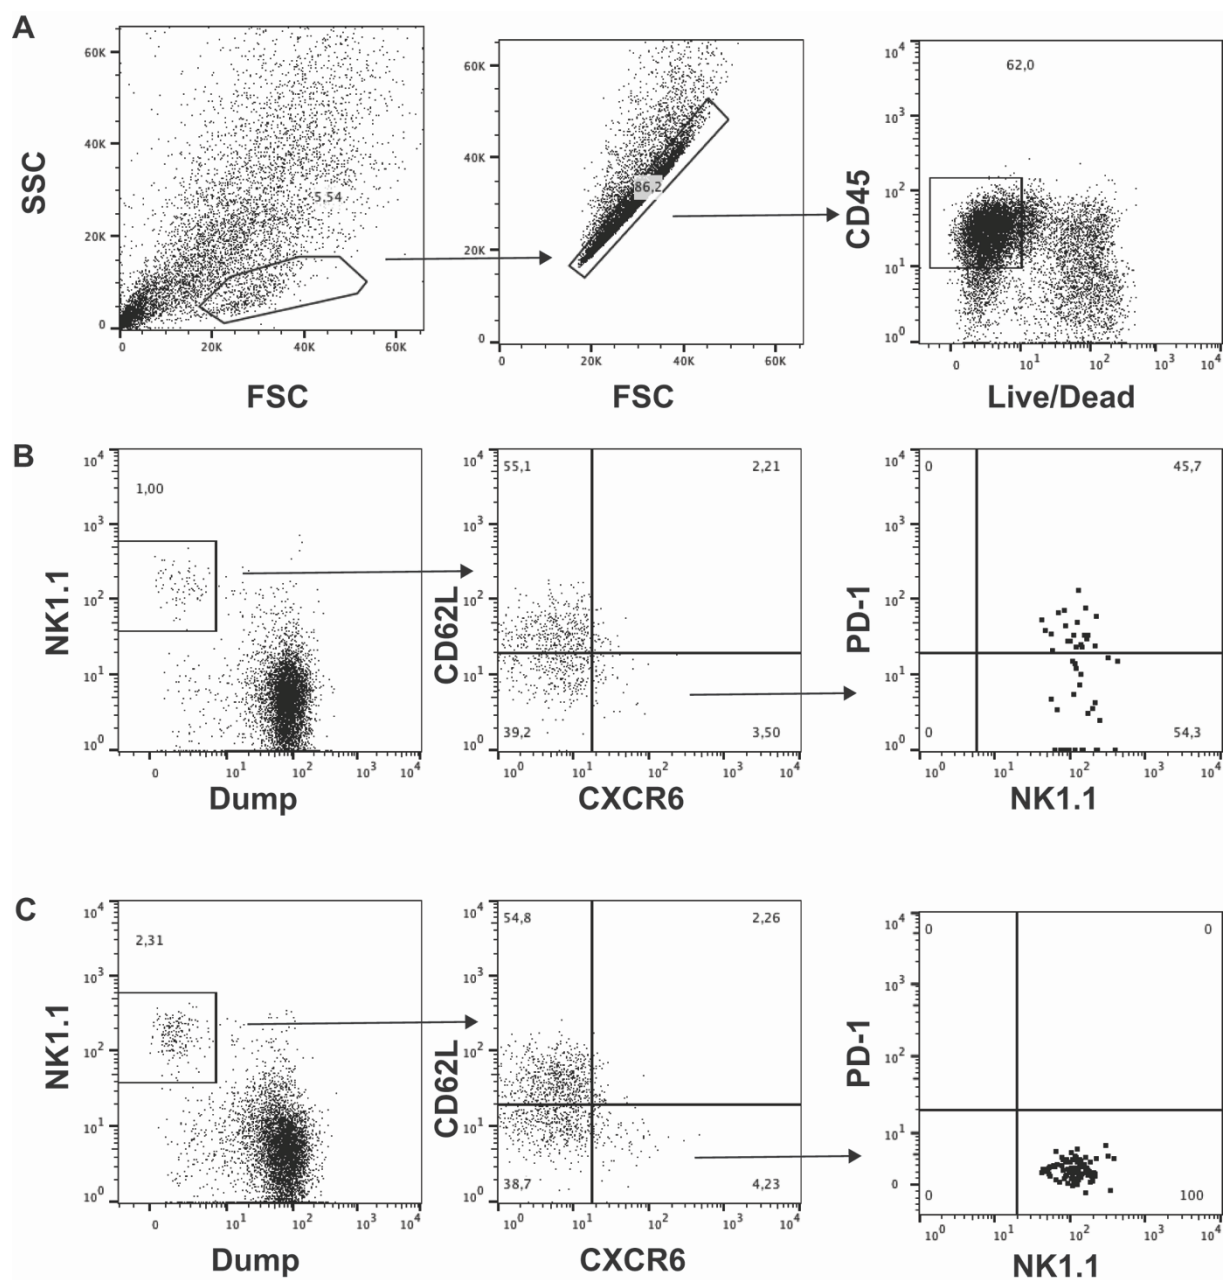

**Supplemental Figure 7. Gating strategy for intratumoral CXCR6<sup>+</sup> NK cells, related to Figure 4.** MTAP1A tumors were excised, crushed and filtered to get a single cell suspension. Flow cytometric gating (A) of lymphocytes from tumors (B), gating on wildtype NK cells and their expression CXCR6 and CD62L and finally expression of PD-1 on CXCR6<sup>+</sup> NK cells (C) gating on PD-1<sup>-/-</sup> NK cells and their expression CXCR6 and CD62L and finally expression of PD-1 on CXCR6<sup>+</sup> NK cells.

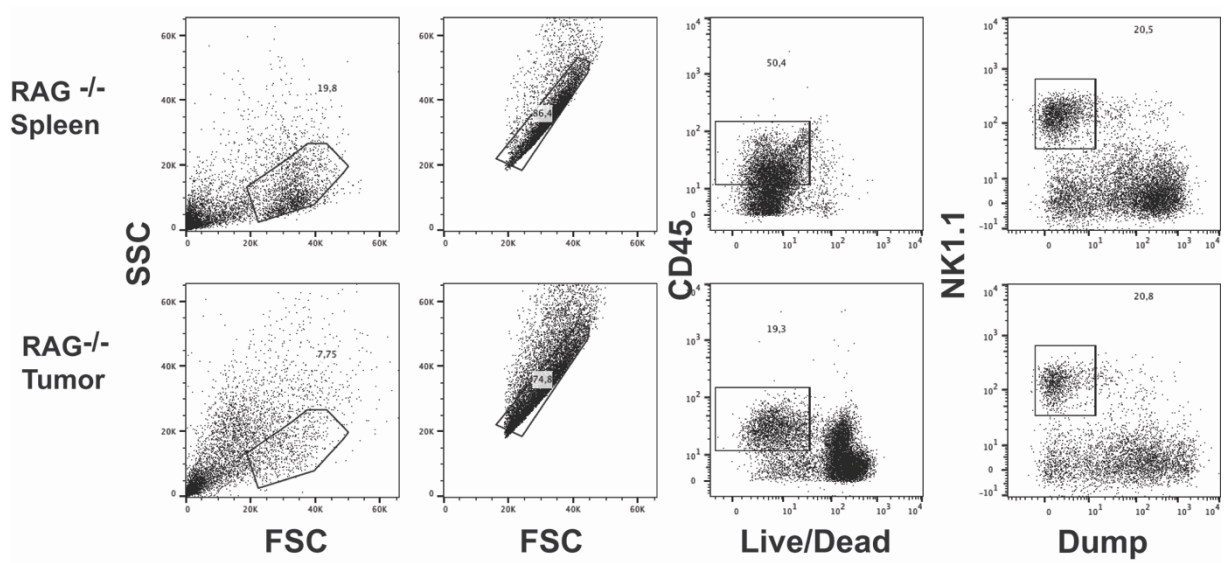

**Supplemental Figure 8. Gating strategy for intratumoral CXCR6<sup>+</sup> NK cells on RAG-1<sup>-/-</sup> mice, related to Figure 4.** Splenocytes and MTAP1A tumors were excised, crushed and filtered to get a single cell suspension. Flow cytometric gating of splenic lymphocytes and from tumors.

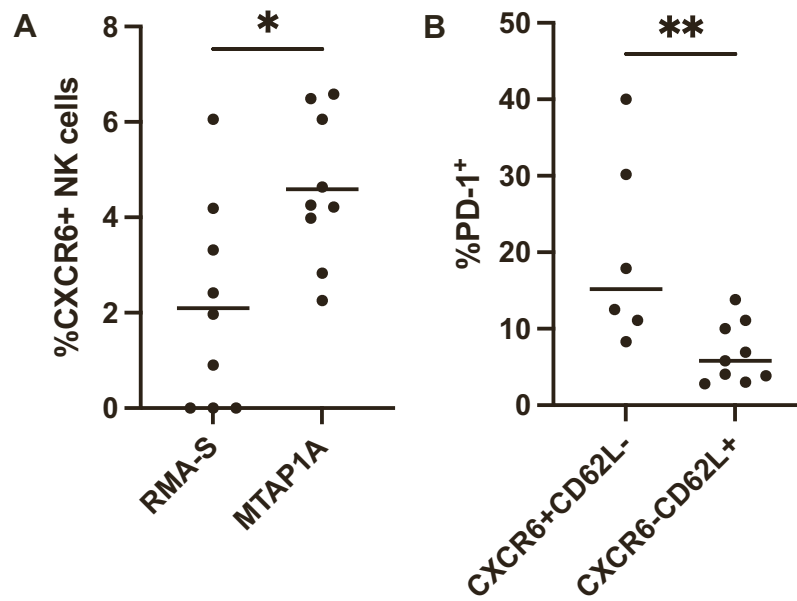

**Supplemental Figure 9. Frequency of CXCR6<sup>+</sup> NK cells from MTAP1A and RMA-S tumors, related to Figure 4.** A. Percentage of CD62L<sup>-</sup>CXCR6<sup>+</sup> NK cells recovered from RMA-S and MTAP1A (\*p<0.05 Mann-Whitney test n=9 mice). B. Frequency of PD-1 on CXCR6<sup>+</sup> tumor infiltrating NK cells in mice inoculated with RMA-S (\*\*p<0.05 Mann-Whitney test n=6-9 mice).

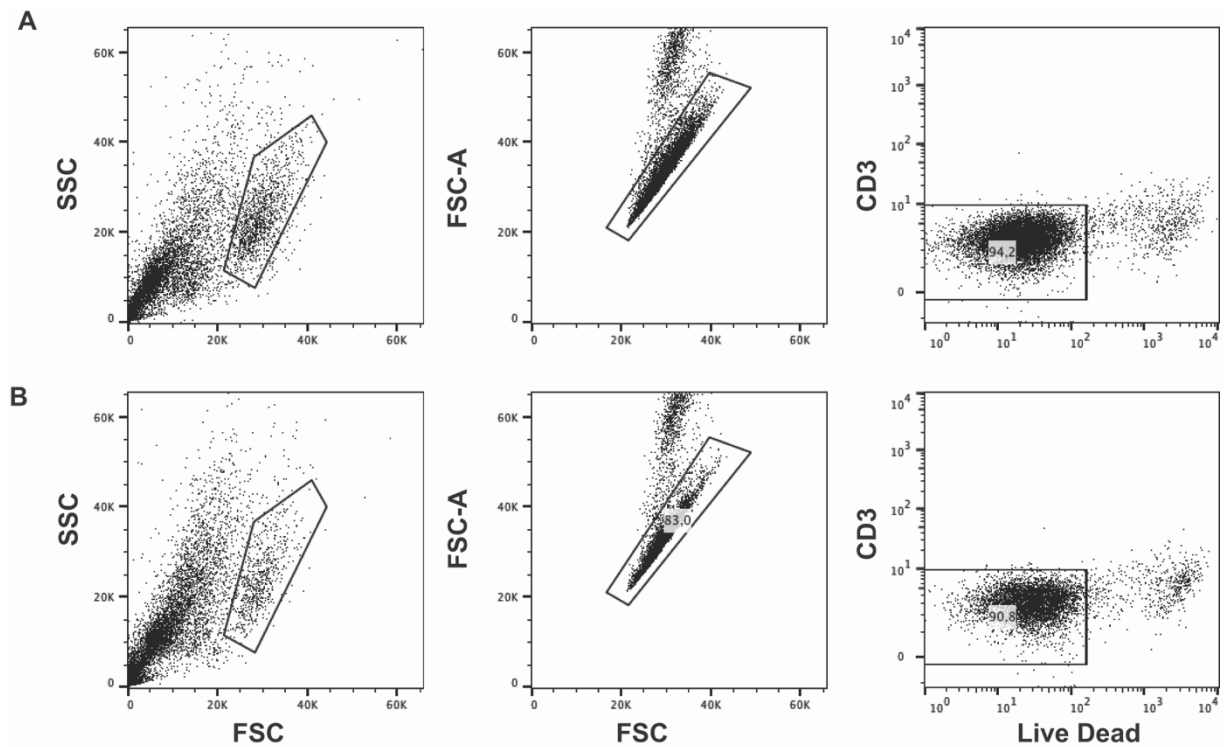

**Supplemental Figure 10. Gating strategy for in vitro derived NK cells, related to Figure 5.** NK cells were isolated using negative sorting beads for NK cells (Miltenyi Biotech) and cultured in vitro with IL-12 IL-15 and IL-18. (A) B6 NK cells (B) PD-1<sup>-/-</sup> NK cells. No T cell contamination could be observed in these cultures.

**Supplemental Table 1: P values of genes that significantly upregulated in PDCD1-/- NK cells, related to Figure 3**

| <i>Gene</i>    | <i>p-value</i>       |
|----------------|----------------------|
| 4833420G17Rik  | 0.0294560089322125   |
| <i>Aarsd1</i>  | 0.00014546275752589  |
| <i>Ablim1</i>  | 0.00244304042156039  |
| <i>Ap4s1</i>   | 0.0354143529581902   |
| <i>Bscl2</i>   | 0.0104518050444323   |
| <i>Capg</i>    | 0.000754405873530379 |
| <i>Ccl4</i>    | 0.00169530836212815  |
| <i>Cd160</i>   | 0.00376332357863304  |
| <i>Cd226</i>   | 3.13682908855125e-07 |
| <i>Cd3e</i>    | 0.0450593340578062   |
| <i>Comt</i>    | 0.0045328912944519   |
| <i>Coro2a</i>  | 5.6699407468564e-05  |
| <i>Ctse</i>    | 1.15768218666942e-15 |
| <i>Cull1</i>   | 0.0299923586585598   |
| <i>Cxcr6</i>   | 1.97343268509504e-07 |
| <i>Cysltr2</i> | 0.0051475976240368   |
| D230025D16Rik  | 0.0121353965816209   |
| <i>Dusp2</i>   | 0.000255515137305345 |
| <i>Eif2d</i>   | 0.00525748204514534  |
| <i>Elovl1</i>  | 0.0268176741044549   |
| <i>Evi2a</i>   | 0.0163727636886736   |
| <i>F2r</i>     | 0.010761567739447    |
| <i>Fbxl6</i>   | 0.00121923709570013  |
| <i>Fgl2</i>    | 1.13557269866248e-05 |
| <i>Gimap7</i>  | 0.00837115833431172  |
| <i>Glrx</i>    | 0.00351160751773035  |
| <i>Gns</i>     | 0.00276166589598885  |
| <i>Got1</i>    | 0.0153115467295851   |
| <i>Gzmb</i>    | 0.00444052027700713  |
| <i>Hibadh</i>  | 0.00478246029204708  |
| <i>Hnrnpm</i>  | 0.03914043719802     |
| <i>Id2</i>     | 8.32189052874474e-06 |
| <i>Igsf5</i>   | 0.0110773911622674   |
| <i>Itgal</i>   | 5.66891895628475e-05 |
| <i>Klhl25</i>  | 0.0280228106909095   |
| <i>Klrb1b</i>  | 0.000215424070178674 |
| <i>Klrc1</i>   | 0.000906898344562637 |
| <i>Klrg1</i>   | 0.00898488940611906  |
| <i>Lag3</i>    | 0.00414929516522654  |
| <i>Lgals3</i>  | 0.000955605594016018 |

|                   |                      |
|-------------------|----------------------|
| <i>Ly6a</i>       | 0.000181160676017526 |
| <i>Ly6c2</i>      | 9.21126370197399e-05 |
| <i>Mapk14</i>     | 4.34626898068145e-05 |
| <i>Mgat2</i>      | 0.0177035749633055   |
| <i>Micu2</i>      | 0.0173752833982563   |
| <i>Mlycd</i>      | 0.0163355758753552   |
| <i>Mmadhc</i>     | 0.0378199706460093   |
| <i>Msto1</i>      | 0.0162227278120772   |
| <i>Nadk</i>       | 0.0110599838100958   |
| <i>Naga</i>       | 0.00206253123672797  |
| <i>Ndufs1</i>     | 0.00644427838415626  |
| <i>Nedd9</i>      | 5.00263546868797e-06 |
| <i>Nmi</i>        | 0.0107098645852247   |
| <i>Nup93</i>      | 0.0483394265336457   |
| <i>P4hb</i>       | 0.0430787925200768   |
| <i>Plac8</i>      | 2.6879413217007e-05  |
| <i>Ptplad1</i>    | 0.0361559828741849   |
| <i>Ramp1</i>      | 9.29433013791078e-07 |
| <i>Rassf5</i>     | 0.00116735607946277  |
| <i>Rbks</i>       | 0.0109825538550385   |
| <i>Rinl</i>       | 0.0135157309931973   |
| <i>SI00a4</i>     | 0.0138118915050287   |
| <i>Sdcbp</i>      | 0.00240501003710846  |
| <i>Serinc3</i>    | 6.27677503191847e-31 |
| <i>Sh3bp1</i>     | 0.00804558051687257  |
| <i>Sla</i>        | 0.0169531313452193   |
| <i>Slc2a3</i>     | 0.00447502894047429  |
| <i>Snora28</i>    | 0.0326539042092242   |
| <i>Spp1</i>       | 0.00523172242147817  |
| <i>Srgn</i>       | 0.00052963243923553  |
| <i>St6galnac4</i> | 0.00231663645736426  |
| <i>Stk17b</i>     | 0.00936945039904389  |
| <i>Styk1</i>      | 0.00256774322556803  |
| <i>Tmem128</i>    | 0.00109479524498518  |
| <i>Tmem176b</i>   | 0.0303113229640398   |
| <i>Tmem199</i>    | 0.00410912503961128  |
| <i>Tmem37</i>     | 0.0126432798822501   |
| <i>Tspan3</i>     | 0.0327594540096517   |
| <i>Txk</i>        | 0.00762086135431145  |
| <i>Ubap2l</i>     | 0.0440531980453362   |
| <i>Uckl1</i>      | 0.0145827552001765   |
| <i>Ugp2</i>       | 0.0189624723669044   |
| <i>Utp11l</i>     | 0.0394799506167981   |

|               |                      |
|---------------|----------------------|
| <i>Vmpl</i>   | 0.00041638049673073  |
| <i>Wdfy1</i>  | 1.06702627915021e-08 |
| <i>Zc3h14</i> | 0.0138918531386612   |
| <i>Zfp36</i>  | 0.00221040436852507  |
| <i>Zfp692</i> | 0.0447096092458944   |

**Supplemental Table 2: P values of genes that significantly upregulated in WT NK cells, related to Figure 3**

|                      |                           |
|----------------------|---------------------------|
| <i>0610037L13Rik</i> | <i>0.0479300706665614</i> |
| <i>1700020I14Rik</i> | 0.0453053177288735        |
| <i>2900060B14Rik</i> | 0.0404041545808012        |
| <i>4930486L24Rik</i> | 0.000400511875558075      |
| <i>9030624J02Rik</i> | 0.000372202938019854      |
| <i>Anapc2</i>        | 0.0163699729204511        |
| <i>As3mt</i>         | 0.0011811244062903        |
| <i>Cd300lf</i>       | 0.000806216994065812      |
| <i>Cd9</i>           | 0.00265512708781193       |
| <i>Cdc37</i>         | 0.00482981586245807       |
| <i>Cmc1</i>          | 0.0201607924039511        |
| <i>Cndp2</i>         | 0.000168918497256701      |
| <i>Cnot8</i>         | 0.00504607558641687       |
| <i>Ctsz</i>          | 0.000110090159134527      |
| <i>Cxxc1</i>         | 0.00830250056366626       |
| <i>Cyba</i>          | 0.00011125386178722       |
| <i>Dctn3</i>         | 0.0305564867562836        |
| <i>Eif3i</i>         | 0.0195006719410028        |
| <i>Fam195b</i>       | 0.0494070760359527        |
| <i>Fez2</i>          | 0.00636673256680017       |
| <i>Fis1</i>          | 0.00636636625757695       |
| <i>Glrx5</i>         | 0.0228145183424616        |
| <i>Gyg</i>           | 0.000336207620171877      |
| <i>Hemgn</i>         | 0.000517787304179204      |
| <i>Hist1h1e</i>      | 1.11246146661204e-09      |
| <i>Hist1h4c</i>      | 0.0281021955167639        |
| <i>Hist1h4m</i>      | 6.55865752557258e-23      |
| <i>Ict1</i>          | 0.0259951334917959        |
| <i>Ifi27</i>         | 0.00474219709535523       |
| <i>Irf5</i>          | 0.000323659704029428      |
| <i>Jun</i>           | 0.000285056927056873      |
| <i>Kcnip3</i>        | 0.00210098602235471       |
| <i>Klra13-ps</i>     | 0.0331683991053854        |
| <i>Klra21</i>        | 0.0307030769116372        |
| <i>Lgals1</i>        | 1.80274751617846e-06      |

|                  |                      |
|------------------|----------------------|
| <i>Lta4h</i>     | 0.00136166904492055  |
| <i>Mcm6</i>      | 0.000466756919579111 |
| <i>Mgst2</i>     | 0.0307433799133878   |
| <i>Mrps2</i>     | 0.0265829764333398   |
| <i>Ms4a4c</i>    | 3.89740981356844e-05 |
| <i>Nck1</i>      | 0.000785343675388053 |
| <i>Nfkb2</i>     | 0.00384483049748892  |
| <i>Nit2</i>      | 0.0276830640719862   |
| <i>Nme2</i>      | 0.0184543834576273   |
| <i>Nsmce1</i>    | 0.00678835592878754  |
| <i>Padi2</i>     | 0.000736394481885643 |
| <i>Park7</i>     | 0.0251050167644584   |
| <i>Pglyrp1</i>   | 0.00642580437177118  |
| <i>Psmb6</i>     | 0.00666401481564645  |
| <i>Rnpep</i>     | 3.54770508638786e-06 |
| <i>Rpl13a</i>    | 4.33451940567619e-11 |
| <i>Rpl32</i>     | 4.9862296394884e-08  |
| <i>Rpl41</i>     | 5.91528715064592e-05 |
| <i>Rps26</i>     | 1.84934669797884e-06 |
| <i>Rps5</i>      | 3.75693292047592e-07 |
| <i>Rps9</i>      | 1.50640362629844e-06 |
| <i>Rrad</i>      | 0.0146622016496049   |
| <i>Serpina3g</i> | 0.0023819709241389   |
| <i>Slc25a4</i>   | 0.0126756121714561   |
| <i>Slc2a6</i>    | 0.0109447616261956   |
| <i>Smn1</i>      | 0.00995191442154229  |
| <i>Stk25</i>     | 0.00219701812850478  |
| <i>Tcf7</i>      | 9.15486885025558e-05 |
| <i>Tmem80</i>    | 0.0342975349694778   |
| <i>Tmsb10</i>    | 4.88414805761391e-11 |
| <i>Toe1</i>      | 0.0288994213097058   |
| <i>Trappc2l</i>  | 0.00383832466555109  |
| <i>Tsnax</i>     | 0.0136314433969804   |
| <i>Tssc4</i>     | 0.0298338221057074   |
| <i>Tyrobp</i>    | 2.29393142858282e-05 |
| <i>Ugt1a7c</i>   | 1.95929659888963e-08 |
| <i>Vps4l</i>     | 0.0382164230587772   |
| <i>Xcll</i>      | 0.0215149029319816   |

How the deposited data were processed for this re-analysis (not part of the article)

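NK cells from MTAP1A tumors were sorted into 2 plates of 384 wells, 1 plate per genotype, each from pooled tumors of 3 mice. The authors made SMART-SEQ2 libraries, mapped the reads and deposited RPKM per gene and well, 24490 gene entries for each of 768 wells. No further scaling was applied to these RPKM values, and the sum of RPKM had a median of 554646 in kept WT cells and 546585 in kept PD-1-/- cells. Aligner, counting tool, genome build and annotation are not named in the paper's text. Wells that the authors later filtered out were included. A total of 279 symbols stood on more than one entry, 771 entries in all, and each entry was kept apart. The raw counts that the paper's methods normalize were not used here, since the values are RPKM.

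Whole reads were recovered from the equal steps in which the RPKM of a gene rose, for 10954 genes detected in at least 8 wells. On simulated data with 100 cells and 3000 genes, the depth was right in 100% of the cells and 99.8% of the values were recovered. Recovered reads were used for depth and for thinning only. Their range between cells sets what can be detected: of the kept cells, 18 WT and 13 PD-1-/- cells had fewer than 100000 recovered reads.

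The main settings and 24 alternatives were fixed before the data were examined. Wells with 1000 to 3500 detected genes were kept, counting genes detected in at least 3 wells. Clustering followed the Seurat workflow of the paper's methods with R 4.3.3, Seurat 5.3.0 and Matrix 1.6.5: LogNormalize of RPKM with a scale factor of 10000, 2000 variable genes by vst from which 216 genes, those that the paper names in its single cell results or lists in Tables S1 and S2, were left out, scaling, principal components, 10 of them used, shared nearest neighbors and Louvain clustering at a resolution of 0.5 with seed 42. The paper's text gives neither the number of components nor the resolution. Clusters are given by number, and the low-Eomes cluster was found by the shares of cells with Eomes and with Irf8, both below those of all kept cells. Eomes and Irf8 are therefore not results. All other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

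A gene was present in a cell at an RPKM above 0. Groups were made by genotype, cluster, detection of Cxcr6, and plate rows. Planned results that need one gene withheld for evaluation are not reported here. Each genotype is 1 pool on 1 plate, so no test between genotypes, no p-value and no count of changed genes was computed, and shares carry exact binomial 95% intervals. Log2 ratios are of mean RPKM over kept cells with a pseudocount of 1. For a check, WT cells were split at random and 200 4-fold changes were planted in genes with a mean of at least 10 RPKM. Of these changes, 99.5% had the right direction, and the median error of the planted log2 change was 0.26. Unchanged genes of that expression had a median absolute log2 ratio of 0.26. Smaller changes were not planted, so that the check does not cover them. Tables S1 and S2 were matched by symbol, 158 of 161 genes. Gene positions were those of RefSeq on GRCm38.p6, and the exons of Pdcd1 those of GENCODE vM21. For genes near Pdcd1, within 20 Mb on either side, the median absolute log2 ratio was set against 10000 random lists of the same size, drawn from the 100 genes nearest in mean expression; 99.4% of the expressed genes had a position. Of 200 random lists, 4.5% lay above the 95th percentile of this measure, and a list with 75 of 150 genes changed 4-fold lay at percentile 100. Lists with fewer or smaller changes were not tried.

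The genes named are those that the paper names in its single cell results, the marker and sex genes, the 5 genes with the largest rise and the 5 with the largest fall in mean RPKM among genes with a mean of at least 10 RPKM and found in at least 20% of cells of one genotype, and the 3 leading genes of each cluster. Other genes are named only where they were chosen after their values were seen, and the text says so. The marker lists were T-like (Cd3d, Cd3e, Cd3g, Cd4, Cd5, Cd6, Cd8a, Cd8b1, Bcl11b, Themis), NK-like (Ncr1, Klrb1c, Klrk1, Klre1, Eomes, Tyrobp, Fcer1g, Gzma), cycling-like (Mki67, Top2a, Birc5, Ccna2, Cdk1), myeloid-like (Lyz2, Csf1r, C1qa, Cd68, Emr1, the deposited symbol of Adgre1), neutrophil-like (S100a8, S100a9, Csf3r), B-like (Cd79a, Cd79b, Ms4a1) and fibrosarcoma-like (Col1a1, Col1a2, Col3a1, Sparc). Of these genes, Cd5 is also one of the genes of Figure S6B, and Eomes and Gzma are also named in the single cell results.

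The alternatives changed the filter on cells, the RPKM that counts as present, the cells and plate rows used, the pseudocount, the scaling of cells, the number of components, the resolution, the genes left out of clustering, the window around Pdcd1 and the expression limit. Leaving out plate rows A and B and thinning each cell to 100000 recovered reads were added after seeing the data, as were row blocks for the PD-1-/- share of the low-Eomes cluster. Without rows A and B, the remaining cells were clustered anew. The paper's filter on apoptotic genes was left out, because no list is given, and no caller of doublets was run on sorted wells. No differential expression test between cells was run.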

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

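Of the tests in this part, only the search for T cells that passed the sort was set beforehand; the tests of plate position, carry-over, depth, cluster, gate, PD-1-/- cells in WT wells and NK1.1-bearing T cells were chosen only after the results were seen.

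Pdcd1 in WT cells stood out because of its place on the plate, which the paper does not report on. It was detected in 23.7% (11.4 to 40.2) of the 38 kept WT cells in plate rows A and B and in 0 of the 322 in rows C to P. Over all wells, it was found in 11 of 48 wells of rows A and B and in 0 of 336 others. Other transcripts changed at the same border. On the WT plate, Cxcr6 was detected in 36.8% (21.8 to 54.0) of cells in rows A and B against 4.35% (2.40 to 7.19) in rows C to P, Itga1 in 39.5% against 10.2%, Eomes in 39.5% against 64.6% and Cd3d in 42.1% against 11.2%.

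Carry-over of reads between wells would leave a few reads per well, but 8 of the 9 WT cells with Pdcd1 had at least 10 recovered reads of it, with a median of 254. Deeper sequencing of these wells is argued against by their median of 349840 recovered reads, below the 393298 of rows C to P. More cells of the low-Eomes cluster in rows A and B cannot be the whole cause: within that cluster, Pdcd1 was detected in 9 of 22 WT cells of rows A and B, 40.9% (20.7 to 63.6), and in 0 of 40 of rows C to P, which allows a share of up to 7.5%. A position effect shared by both plates is argued against for the other transcripts examined by plate row. Among genes examined by plate row, 14 besides Pdcd1 had intervals that did not overlap between rows A and B and rows C to P of the WT plate, and their shares of cells differed by a mean of 25.6 percentage points (17.0 to 34.3, from resampled cells). On the PD-1-/- plate, counted in the same directions, the mean was -0.43 (-5.89 to 5.62). With genes chosen in odd or in even plate columns and the WT difference measured in the other columns, the means were 25.6 and 27.5 on the WT plate against -2.66 and -2.02. Over all genes found in at least 10 WT cells, chosen in the same way, the differences were smaller: 4.52 (1.01 to 7.97) against 0.117 (-1.48 to 1.67), with intervals that overlap, for 105 genes from odd columns, and 8.63 (4.43 to 13.4) against -0.648 (-2.68 to 1.47) for 59 genes from even columns. Itga1 was detected in 22.2% of PD-1-/- cells in rows A and B and in 24.9% in rows C to P, Eomes in 53.3% and 55.5%, Cd3d in 17.8% and 16.8%, and Cxcr6 in 13.3% and 22.1%.

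Some explanations stay open. For Pdcd1 itself, a shared position effect would give a rise in rows A and B of the PD-1-/- plate as well, where it was detected in 17.8% (8.00 to 32.1) of cells, against 12.1% (8.78 to 16.2) in rows C to P, with intervals that overlap. PD-1-/- cells in these wells of the WT plate could not be ruled out. Serinc3, found in 96.7% of WT and 96.4% of PD-1-/- cells, had a median of 126 RPKM in the 9 WT cells with Pdcd1, against 167 in WT and 329 in PD-1-/- cells of rows C to P, and 8 of the 9 lay below the PD-1-/- median. Hist1h4m, found in 2 PD-1-/- cells in all, was present in 6 of the 38 WT cells of rows A and B. Both values lie nearer to the WT cells, but each gene may follow the plate as well as the genotype, which leaves the test void. Another sort gate or tumor for rows A and B is a candidate explanation, given the share of 36.8% of cells with Cxcr6, but gate and animal are not recorded per well and this cannot be told apart from other causes. A biological explanation, a subset of WT NK cells with Pdcd1 that came from one of the 3 mice, was not tested, since cells carry no animal of origin.

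The genes of the CD3 complex stood out because CD3 was gated out in the sort. Table S1 lists Cd3e. Cd3d, Cd3e and Cd3g were detected together in 26 of 360 WT cells, 7.22% (4.77 to 10.4), and in 36 of 366 PD-1-/- cells, 9.84% (6.98 to 13.4). On the WT plate this was 28.9% (15.4 to 45.9) of cells in rows A and B and 4.66% (2.63 to 7.57) in rows C to P, and on the PD-1-/- plate 8.89% and 9.97%. Of these cells, 25 of the 26 WT and all 36 PD-1-/- cells also had Ncr1, Klrb1c or Tyrobp. All 3 of these NK genes were found in 10 of the 26, 38.5% (20.2 to 59.4), and in 12 of the 36, 33.3% (18.6 to 51.0), against 88.9% of WT and 87.5% of PD-1-/- cells without Pdcd1. Of the cells with the 3 Cd3 genes, 8 cells of each genotype had Cd4, Cd8a or Cd8b1.

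T cells that passed the sort would have all 3 Cd3 genes and lack Ncr1, Klrb1c and Tyrobp. Of the 56 cells with Pdcd1, 0 were such cells, which allows a share of up to 5.36%. The sort on NK1.1 nearly fixes this outcome, since 1 of 351 WT and 0 of 319 PD-1-/- cells without Pdcd1 were such cells, so that T cells as a source of part of the Pdcd1 stay open. They may include T cells that carry NK1.1. Of the WT cells with Pdcd1, 11.1% (1 of 9) had none of the Cd3 genes and 55.6% had all 3, against 5.98% with all 3 among WT cells without Pdcd1. Of the PD-1-/- cells with Pdcd1, 63.8% (48.5 to 77.3) had none and 21.3% had all 3, against 8.15% with all 3 among those without Pdcd1. A cell can lack Cd3 reads through low capture. Among cells without Pdcd1, 39.6% of those with Cd3d lacked both other genes, with an upper bound of 50.1%, against 27.3% with an upper bound of 38.6% for Cd3g and 8.93% with an upper bound of 19.6% for Cd3e. The lower bound of the PD-1-/- share lies above the bounds from Cd3g and Cd3e and below that from Cd3d, so that Cd3 reads alone decide nothing. Ncr1, Klrb1c and Tyrobp were found together in 78.7% (64.3 to 89.3) of PD-1-/- cells with Pdcd1, against 34.6% (17.2 to 55.7) of the 26 PD-1-/- cells with the 3 Cd3 genes and no Pdcd1, and in 28 of the 30 with Pdcd1 and none of the Cd3 genes. This argues against NK1.1-bearing T cells as the whole source in PD-1-/- cells, as far as cells with the 3 Cd3 genes stand for such T cells, and leaves them open for a part. In WT cells the shares were 55.6% (21.2 to 86.3) of 9 cells and 42.9% (21.8 to 66.0) of 21, which leaves them open there as the whole source. Cd3 transcripts within NK cells, as a biological explanation, were not tested.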

How the results depend on the processing

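Thinning to 100000 recovered reads, leaving out plate rows A and B, and row blocks for the PD-1-/- share of the low-Eomes cluster were tests chosen only after results were seen; all others in this part were set beforehand. No paired analysis was possible because each genotype was 1 pool and wells carry no shared replicate number. Not run were 3 alternatives that need deposited read counts: thinning to 100000 reads, read counts in LogNormalize, and sums of read counts. Without cells that had a read of a Cd3 gene, no cluster was low in both Eomes and Irf8. The low-Eomes cluster was thus not found without these cells, and its results have no value there. In the main setting, Cd3g was found in 48.7% of its cells and in 4.05% of the other cells. Klra7 has no value after thinning, because its reads could not be recovered.

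Among comparisons set beforehand for the main results, 144 stayed within the counting interval or on the same side of the limit, 23 moved beyond it and 8 passed the limit of the 95th percentile. With the added alternatives, 23 stayed and 5 moved. For single genes, 356 stayed and 108 moved under the first kind, and 68 stayed, 17 moved and 1 reversed under the added ones. These labels do not mark every change of sign. Under alternatives set beforehand, the Klra3 and Klra7 differences in PD-1-/- cells and the log2 ratio of Pdcd1 changed sign without being labelled reversed. Of the log2 ratios of 21 single genes, only that of Pdcd1 changed sign. It was -0.04 over all kept cells and -0.88 in rows A to H. It was 3.03 without cells with Cd3 reads, 3.76 in rows I to P, 3.11 outside the low-Eomes cluster and 3.90 without rows A and B. In the last 3 of these settings no WT cell had Pdcd1, and 0.339% of WT cells had it without cells with Cd3 reads, so that the size of these ratios rests on the pseudocount of 1. It was 0.01 with scaled cells and 0.11 after thinning. Wherever a value below moved, the cause was not tested unless given.

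The PD-1-/- share of the low-Eomes cluster, 60.8%, was 45.1% with at least 500 genes, 43.7% with all wells, 52.5% with 5 components, 51.7% at a resolution of 0.3 and 70% without plate rows A and B. With the other clustering settings set beforehand it was 56.1% to 61.8%. By row block, it was 51.3% (39.7 to 62.8) in rows A to H and 70% (58.7 to 79.7) in rows I to P. Pdcd1 in WT cells, 2.5%, was 0.339% without cells with Cd3 reads, 5.06% in rows A to H, 0 in rows I to P and 0 without rows A and B. In WT low-Eomes cells, 14.5%, it was 0 in rows I to P, 5.59% at a resolution of 0.3 and 0 without rows A and B. In PD-1-/- low-Eomes cells, 30.2%, it was 18.6% at a resolution of 0.3, where the cluster took in 333 cells. All 9 WT cells with Pdcd1 lay in rows A and B. In the PD-1-/- library, Pdcd1 stayed between 10.6% and 13.7% of cells under the alternatives run for this share. Among its cells outside the low-Eomes cluster, 6.67% had Pdcd1.

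The Cxcr6 difference between the low-Eomes cluster and other cells became 7.28 percentage points at a resolution of 0.3 in WT cells, from 27.6. In PD-1-/- cells, from 40.7, it was 21.1 with at least 500 genes, 20.1 with all wells, 21.6 with 5 components and 17.3 at a resolution of 0.3. The Lag3 difference in WT cells reversed from 12.8 to -1.09 without rows A and B, where the remaining cells were clustered anew. The gap between clusters was 11.1 with 5 components and 7.01 at a resolution of 0.3 for Prf1, from 21.6. For Gzma, from 25.4, it was 41.5 at 10 RPKM and 11.8 at a resolution of 0.3. For Gzmb it fell from 11.4 to 2.39 with 5 components, and for Gzmc it rose from 30.7 to 42.9 with all wells. The share of cells with a Y-linked gene at 10 RPKM was 58.9% for WT, from 68.6%, and 55.5% for PD-1-/-, from 62.3%, because fewer values count.

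The percentile of genes near Pdcd1, 91.6, rose above the 95th with at least 500 genes (98.1), all wells (96.0), rows I to P (96.8), a pseudocount of 0.1 (97.3) or 10 (96.8), cells outside the low-Eomes cluster (97.0), and windows of 10 Mb (99.0) and 40 Mb (96.3). It did not with scaled cells (11.0), rows A to H (41.8) or a mean of at least 10 RPKM (40.7). Nor did it with the rest of chromosome 1 in place of the window (72.5), a control that leaves the window out.

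Depth limits what a missing transcript means. A count of 0 in 322 WT cells allows up to 0.932%, and a cell with few reads can lack a transcript that it has. After thinning, Pdcd1 was found in 2.05% of 342 WT cells and 11.9% of 353 PD-1-/- cells.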

Differences from the paper's values

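No tests of a cause were run for the differences in this part, and leaving out wells P23 and P24 was chosen only after results were seen. The paper's number of cells removed is 18, and 42 wells were removed here with 1000 to 3500 detected genes. Of the alternatives set before the data were examined, at least 500 genes removed 6 wells and no filter removed 0, and neither comes within 1.5 times the paper's number. The 42 are wells, from 384 wells per genotype, where the paper gives 382 cells sorted, and include wells P23 and P24 of both plates, with 272 to 574 recovered reads, for which it is not known whether they held a cell. Without these, 38 wells were removed. The paper's text gives 54 genes as altered between the genotypes, and the paper's Tables S1 and S2 list 161 genes together. No count of changed genes was computed from cells, and no alternative applies to it.

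The paper places an over-representation of PD-1-/- cells in a pair of clusters that are low in Eomes and Irf8. Under the main setting and under each alternative that gave such a cluster, 1 cluster was low in both, also under the settings that gave 5 clusters, the paper's number. Those were a resolution of 0.8 and the lowest resolution that gives 5 clusters, 0.7, where 56.1% (47.2 to 64.7) of its cells were PD-1-/-.

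For the Ly49 genes, the paper names 4 and describes Klra3 as present in its cluster 3 and Klra1, Klra7 and Klra9 as less frequent there. Of these, Klra1 went the other way here. Klra1 was more frequent in the low-Eomes cluster than in the other clusters, by 6.41 percentage points in WT and 9.07 in PD-1-/- cells, and more frequent under every alternative run. Klra3 was present there, in 32.3% of WT and 27.1% of PD-1-/- cells. It was present in every cluster, so that presence alone cannot test the paper's description. Klra3 was less frequent than in the other clusters, with differences of -9.69 points in WT and -5.51 in PD-1-/- cells. With 5 clusters, its share was 28.8% in the low-Eomes cluster and 32.2% to 45.2% in the others. Settings under which Klra3 was more frequent in PD-1-/- cells were at least 500 genes (13.1), all wells (15.0), 5 components (0.804) and a resolution of 0.3 (1.56); in WT cells there was none. Klra7 was less frequent in WT cells and 1.55 points more frequent in PD-1-/- cells.

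The legend of Figure S6B states a significant difference between genotypes for all 35 genes. Tables S1 and S2 list 5 of the 35, and 30 are in neither table. Here, 19 of the 35 had a log2 ratio within 0.25 of 0, and 22 had the same sign in both row blocks.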

Other observations

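Of the tests in this part, only that of genes near Pdcd1 was set beforehand; the tests of the tables' genes by chromosome, of plates, depth, Cxcr6, labels, histone genes and plate row G were chosen only after the results were seen.

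Pdcd1 was found in more cells of the library labelled PD-1-/-, 12.8%, than of the WT library, 2.5%. Depth is argued against: with every cell thinned to 100000 recovered reads, the shares stayed apart at 11.9% (8.71 to 15.7) and 2.05% (0.827 to 4.17). More cells with Cxcr6 in the PD-1-/- library cannot be the whole cause, because Pdcd1 was also found in 7.61% (4.83 to 11.3) of PD-1-/- cells without Cxcr6, against 0.602% (0.0730 to 2.16) of such WT cells. With the WT shares in cells with and without Cxcr6 and the PD-1-/- numbers of these cells, 5.74% of PD-1-/- cells would have Pdcd1. Swapped labels of the libraries cannot be excluded, since exons 3 and 4 make up 10.2% of the transcript and values per gene do not show them. A difference between the plates and an effect of the deletion on transcription cannot be told apart either, with 1 plate per genotype.

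A mouse line made in cells of another strain may keep an interval of that strain around the targeted gene. Expressed genes within 20 Mb of Pdcd1, 140 in number, had a median absolute log2 ratio of 0.33, at percentile 91.63 of random lists matched on expression, below the 95 set beforehand. The random lists had a median of 0.29, and 95% of them lay between 0.23 and 0.35. Of 12 alternatives, 8 reached percentile 95, and the range was 11.0 to 99.0. The rest of chromosome 1, counted among the 12, leaves the window out and is a control, at percentile 72.5. The lowest value came from scaled cells, where the pseudocount and the expression limit of 1 weigh more. The main setting, rows A to H and a mean of at least 10 RPKM also stayed below 95, so that the test decides neither way. As the whole cause of the differences in Tables S1 and S2, acting on its own genes, such an interval is argued against, because 14 of 157 genes with a position, 8.92%, lie on chromosome 1. Of these, Ramp1, Stk25, Ugt1a7c and Wdfy1 lie within 20 Mb; Stk25 and Ugt1a7c were singled out after their positions were seen. Among expressed genes with a position, 676 of 11959 lie on chromosome 1, a smaller share than among the genes of the tables. This difference was not tested, and such an interval stays open as a part of the cause. A difference between the 2 plates stays open for every gene, since there was 1 plate per genotype.

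Hist1h4m was detected in 25% of WT cells, in all 16 plate rows, at 11.8% to 37.5% per row, and in 0.546% of PD-1-/- cells. Its log2 ratio was -5.95. Reads moved to the other genes named as histone H4 (Hist1h4, Hist2h4 and Hist4h4) in the PD-1-/- library are argued against, because the mean RPKM of their 13 entries together went from 130 to 107, a change of -22.9 RPKM, where moved reads would give a rise. Hist1h4m itself went from 99.1 to 0.62 RPKM. A strain difference in this gene and a difference between the 2 plates may each give the log2 ratio of -5.95 and cannot be told apart.

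Wells of plate row G had the fewest recovered reads on both plates, with a median of 121238 in WT cells and 165940 in PD-1-/- cells. Medians of the other rows lay between 337068 and 475374 on the WT plate and between 357270 and 515519 on the PD-1-/- plate. The cells of row G still had medians of 1899.5 and 1827 detected genes. A step shared by both plates, such as pipetting of that row, may be the source. The 165940 reads on the PD-1-/- plate are part of the pattern itself and decide nothing, so that a shared step and separate faults of each plate cannot be told apart. No biological explanation was tested, since both genotypes share the row.

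Any of the 4 Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y was detected in 68.6% (63.5 to 73.4) of WT and 62.3% (57.1 to 67.3) of PD-1-/- cells. Xist was detected in 3.06% (1.53 to 5.40) and 1.91% (0.772 to 3.90) of cells.

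All 8 genes of the NK-like list were found in at least 20% of the cells of every cluster. Of the 10 genes of the T-like list, 3 were found that often in cluster 2 and 0 in the other clusters, with a mean share over the list of 17.7% in cluster 2. For the cycling, myeloid, neutrophil, B and fibrosarcoma lists, 0 genes reached 20% in any cluster. Their highest mean shares were 13.3% for the cycling list, 3.29% for the myeloid list and 3.64% for the fibrosarcoma list, in cluster 2, 0.844% for the B list in cluster 2 and 1.45% for the neutrophil list in cluster 3.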
